# Sugar accumulation enhancement in sorghum stem is associated with reduced reproductive sink strength and increased phloem unloading activity

**DOI:** 10.3389/fpls.2023.1233813

**Published:** 2023-09-11

**Authors:** Xueyi Xue, Gabriel Beuchat, Jiang Wang, Ya-Chi Yu, Stephen Moose, Jin Chen, Li-Qing Chen

**Keywords:** sorghum, sugar accumulation, SWEETs, *Dry* locus, *bHLH093*, sink strength, phloem unloading, sugar transporter

## Abstract

Sweet sorghum has emerged as a promising source of bioenergy mainly due to its high biomass and high soluble sugar yield in stems. Studies have shown that loss-of-function *Dry* locus alleles have been selected during sweet sorghum domestication, and decapitation can further boost sugar accumulation in sweet sorghum, indicating that the potential for improving sugar yields is yet to be fully realized. To maximize sugar accumulation, it is essential to gain a better understanding of the mechanism underlying the massive accumulation of soluble sugars in sweet sorghum stems in addition to the *Dry* locus. We performed a transcriptomic analysis upon decapitation of near-isogenic lines for mutant (*d*, juicy stems, and green leaf midrib) and functional (*D*, dry stems and white leaf midrib) alleles at the *Dry* locus. Our analysis revealed that decapitation suppressed photosynthesis in leaves, but accelerated starch metabolic processes in stems. *SbbHLH093* negatively correlates with sugar levels supported by genotypes (*DD* vs. *dd*), treatments (control vs. decapitation), and developmental stages post anthesis (3d vs.10d). *D* locus gene *SbNAC074A* and other programmed cell death-related genes were downregulated by decapitation, while sugar transporter-encoding gene *SbSWEET1A* was induced. Both *SbSWEET1A* and *Invertase 5* were detected in phloem companion cells by RNA *in situ* assay. Loss of the *SbbHLH093* homolog*, AtbHLH093*, in *Arabidopsis* led to a sugar accumulation increase. This study provides new insights into sugar accumulation enhancement in bioenergy crops, which can be potentially achieved by reducing reproductive sink strength and enhancing phloem unloading.

## Introduction

Sugars produced by plants are a vital source of human nutrition and industrial biofuel production. Sugar content is tightly associated with the quality and agronomic value of sugar-rich fruits and sugar-storing crops. Maximizing the soluble sugar yield in sugar-storing crops, such as sugarcane, sugar beet, and sweet sorghum has been a subject of great interest in biofuel and sugar production. Roots of sugar beet and stems of sugarcane and sweet sorghum are the primary tissues to accumulate high levels of sugars, mainly sucrose. These tissues are sink tissues receiving photosynthetic products from source tissues through phloem transport. Phloem transport connects source-sink and sink-sink tissues, largely determining crop yield and overall biomass (Lemoine et al., 2013; Smith et al., 2018; Beuchat et al., 2020). The alteration of the source-sink relationship caused by abiotic stresses, such as drought and heat, led to serious yield loss (Fahad et al., 2017; Abdelrahman et al., 2020). The effects of sink strength manipulation have been studied in various crops, including maize, wheat, soybean, and sorghum (Patterson and Brun, 1980; Christensen et al., 1981; Heitholt and Egli, 1985; Sekhon et al., 2012; Brown and Hudson, 2017). In maize, ear removal resulted in sugar accumulation in the leaves and stems (Christensen et al., 1981; Sekhon et al., 2012). Continuous pod removal in soybean plants for 30 days led to a higher dry weight in seeds (Heitholt and Egli, 1985). Additionally, Mcalister and Krober (1958) found more nutrients in the remaining seeds and increased sugars, starch, and nitrogen in leaves and stems when a higher percentage of pods were removed from soybean plants (Mcalister and Krober, 1958), which indicates that partial removal of sink tissues benefits the remaining tissues.

Sorghum (*Sorghum bicolor* L. Moench) is a resilient C4 crop that has been domesticated for multiple uses, including food, forage, and biofuels (Vanamala et al., 2018). The adaptable nature of sorghum enables cultivation in harsh conditions, making it a vital crop in arid and semiarid regions. During sorghum breeding and domestication, sorghum has been cultivated for different uses with variable harvestable tissues such as grains and stems. Grain sorghum is grown for food, livestock feed, and liquor production since grains are rich in starch, vitamins and minerals (Hossain et al., 2022; Weiss et al., 2022). The sorghum stem has long been recognized as a source of sugar and ethanol production (Smith et al., 1987). Sweet sorghum accumulates high soluble sugar (sucrose, glucose, and fructose) in stems due to higher juice volume and higher sugar concentration (Zhang et al., 2018; Li et al., 2019). The juiciness trait is controlled in part by the *Dry* (*D*) locus (Swanson and Parker, 1931). A genome-wide association study found that the D locus is the primary QTL associated with sugar yield in sorghum, and green midribs observed from most sweet cultivars are associated with juice volume (Burks et al., 2015). Later, the corresponding gene was identified to encode a NAC transcriptional factor, SbNAC074A. Sorghum with juicy stalks and green midribs harbors a deletion or a recessive allele (*d*) encoding a loss-of-function NAC. The wild-type NAC (*D*) gene is associated with altered secondary cell wall composition and parenchyma cell death in stem pith (Casto et al., 2018; Fujimoto et al., 2018; Xia et al., 2018; Zhang et al., 2018).

To understand the variation in the spatiotemporal sugar accumulation, several transcriptomic analyses have been conducted in sorghum stem, revealing that starch turnover is correlated with soluble sugar accumulation (McKinley et al., 2016; McKinley et al., 2018; Li et al., 2019). While previous studies have focused on sucrose metabolism enzymes and sugar transporters, the correlation between sugar concentration and enzyme activity has been inconsistent. For example, while sucrose accumulation at anthesis was associated with declining activities of the vacuole invertase and sucrose synthase in stem (Lingle, 1987; McKinley et al., 2016), variation of sucrose concentration among different internodes in sweet sorghum was found to be independent of the activities of sucrose metabolizing enzymes (Lingle, 1987). These observations indicate that sugar transporters may instead contribute to the variation of sucrose concentration in different internodes of sweet sorghum. Sucrose transporters (SUTs) were proposed to be involved in phloem unloading in meristematic zones, as well as in storage parenchyma cells to accumulate sucrose from the stem apoplasmic space of elongating and recently elongated internodes (Milne et al., 2017a; Milne et al., 2017b). More SUTs transcripts were found in the stems of a sweet cultivar compared to a grain one (Milne et al., 2013; Babst et al., 2021). Similarly, *Tonoplast Sugar Transporters* (*TSTs*) are more highly expressed in sweet compared to grain sorghum stems (Bihmidine et al., 2016). Sugars Will Eventually be Exported Transporters (SWEETs), which play a role in phloem loading in leaves (Chen et al., 2012; Xue et al., 2022) and in phloem unloading in sink tissues (Chen et al., 2015; Yang et al., 2018), have also been suggested to be involved in sugar accumulation in sorghum stems (Mizuno et al., 2016).

To seek new candidates responsible for sugar accumulation in addition to the *D* locus, SUTs, and TSTs, we conducted transcriptomic data analysis comparing different genotypes (*dd* vs. *DD*), treatments (decapitation vs. control), and stages post anthesis (10d vs. 3d). We found that starch turnover was activated in stems by head removal, while photosynthesis was suppressed in leaves. Both *SbNAC074A* and *SbbHLH093* were down-regulated upon head removal. We provided genetic evidence to support the role of SbbHLH093 homolog in sugar accumulation in *Arabidopsis*, which strongly suggests its potential to modulate sugar accumulation in sorghum. We also observed that *SbSWEET1A*, active in phloem, was induced by head removal in stems, which indicates SbSWEET1A-mediated hexose flux may contribute to enhancing phloem unloading. Our results suggest that reduced reproductive sink strength and enhanced phloem unloading promote sugar accumulation in sorghum stems, which provides us with new insights into the genetic regulation of sugar accumulation in bioenergy crops.

## Materials and methods

### Plant material and growth conditions

The *D* locus NILs described in a previous study (Xia et al., 2018) were planted in an outdoor field in Urbana, Illinois in the summer of 2019. Heads were removed at the anthesis stage, as defined when the full panicle was out of the flag leaf, and half of the pollen was mature. The control plants were intact. The middle of the second leaf, excluding the flag leaf, and the fourth internode from the top of the plant, were taken as tissue samples. The outer layer of the stem was removed with a razor blade so that only the inner stems were collected at 3- and 10-days post-treatment. Five replicates at each time point for each group per genotype were collected. The *Arabidopsis* mutant *nfl-2* (SALK_121082) was ordered from ABRC. *Arabidopsis* seeds were surface sterilized by 70% ethanol for 5 minutes, rinsed with distilled water three times, and then kept at 4°C for 3-day imbibition. The seeds were sown on ½ Murashige and Skoog (MS) medium supplied with 1% agar. 7-day-old seedlings were transferred to the soil for further growth under 16-h light/8-h dark cycle with 150 µmol m^-2^ s^-1^ light intensity at 22°C.

### Sugar measurement

Stems and leaves were ground into powders in liquid nitrogen. The homogenized samples were incubated in 80% (v/v) ethanol at 80°C for 30 min, then centrifuged at 13,000 rpm for 10 min. The supernatant containing soluble sugars was transferred to a new tube and the solution was evaporated for two days at 42°C. The dry residues were dissolved in deionized water, and the solution was filtered through a 0.45 µm syringe filter. Sugars were separated and quantified by a Rezex RCM-Monosaccharide Ca^+2^ (8%), LC Column. At least three replicates from independent plants were collected.

### Total RNA extraction and mRNA-seq library preparation

Frozen samples were ground into powders in liquid nitrogen with pestles and mortars. Total RNA was extracted using TRIzol (15596018; Invitrogen), and DNA was removed with the Turbo DNA-free Kit (AM1907; Invitrogen). The cDNA libraries were prepared from 1 µg RNA using the KAPA mRNA Hyper Prep Kit (KK8581; Roche) with the KAPA Dual-indexed Adapter Kit for Illumina platforms (KK8722; Roche). The libraries were sequenced with a NovaSeq 6000 (Illumina) at the Roy J. Carver Biotechnology Center at the University of Illinois at Urbana-Champaign.

### Transcriptome analysis

Differentially Expressed Gene (DEG) analysis was performed with the DESeq2 package from Bioconductor in the R environment (Gentleman et al., 2004; Love et al., 2014). Stem and leaf libraries were analyzed separately, and cutoffs were an adjusted *p*-value < 0.01 and a log_2_ fold change > 1 or < -1 under a linear model. The linear model incorporated a term for the treatment, a term for the genotype, and a term for the day, and the coefficients were tested using the usual Wald’s test from the DESeq2 package. Under a linear model, the log_2_ fold change reported by DESeq2 is equivalent to the effect size for that factor. Principal Component Analyses were carried out on the 500 most variable log-transformed gene counts using prcomp from the stats package and ggplot2. Heatmaps were carried out on log-normalized transcript per million (TPM) data converted to z-scores for each gene using the pheatmap (version 1.0.12). There were also heatmaps generated from simple log-transformed TPM values without converting to z-scores. GO analysis was carried out using the Gene Ontology Consortium GO Term Enrichment tools (Mi et al., 2019). Gene Set Enrichment Analysis (GSEA) was carried out using a local version of the GSEA software downloaded from the MSigDB (Subramanian et al., 2005), using gene sets compiled with information on KEGG terms, GO terms, and Pfam designations for each gene collected through the Phytozome database with the BioMart application (Goodstein et al., 2012; Smedley et al., 2015). The genes were analyzed with the pre-ranked GSEA version, and the ranking was performed by the signal-to-noise ratio, which incorporates the log_2_ fold change calculated for each factor effect in DESeq2, and includes the application of the ashr shrinkage estimator correction (Stephens, 2017).

### RNA *in situ* hybridization

The sorghum 4^th^ internode stem samples were embedded in paraffin and the following RNA hybridization process was carried out as previously described (Wang et al., 2021). DNA template for RNA probes was amplified from sorghum cDNA using gene-specific primers (see **Supplementary Table S6**). RNA probes were synthesized *in vitro* using MEGAscript™ T7 Transcription Kit for *SbSWEET1A* probes and MEGAscript™ SP6 Transcription Kit for *SbCIN5* probes (Thermo Fisher Scientific). RNA probes were labeled using fluorescein-12-UTP and were hydrolyzed to ~100 nucleotides. Hybridized probes were detected with Anti-Fluorescein-AP (Sigma-Aldrich) and the substrates 5-bromo-4-chloro-3-indolyl phosphate/nitro blue tetrazolium (BCIP/NBT).

### Statistical analyses and data presentation

Statistical analysis was carried out to identify if differential sugar accumulation could be observed between samples and conditions. After removing outliers and null reads, the sucrose data for each sample was incorporated into a one-way ANOVA for pairwise comparisons, and a three-way ANOVA to identify factor effects. The statistical model used in the three-way ANOVA was as follows:

$$Sugar_{ijk}=Treatment_{i}+\;Genotype_{j}+Day_{k}+Treatment*Day_{ik}+\;\epsilon_{ijk}$$

Where the treatment was contrasting Head Removal and Control, the Day was contrasting 10 days and 3 days post-treatment, and the Genotype was contrasting homozygous *dd* with homozygous *DD* for the *D* Locus NILs. An interaction was incorporated into the ANOVA between treatment and day because the treatment will get more severe with time, leading to greater differences between the decapitated and control plants. Both ANOVAs were carried out separately for the stem tissue and the leaf tissue, and were followed by a Tukey’s Honest Significant Difference using the stats package in R. In both tests, *p-value* < 0.05 was considered a significant difference.

## Results

### Manipulating sugar accumulation in stems of both *DD* and *dd* NILs

*Dry Stalk* (*D*) locus largely determines sugar content and grain yield under well-watered field conditions, and its near-isogenic lines (NILs), juicy green (*dd*) and dry white (*DD*), mainly differ in sugar content with minimal background variability in Tx623 background (Xia et al., 2018). The *dd* NILs with a recessive NAC allele that encodes a truncated transcription factor show green midribs and higher sucrose levels in the stems (Casto et al., 2018; Fujimoto et al., 2018; Xia et al., 2018). The *DD* NILs with a wild-type dominant allele harbor white midribs in fully expanded leaves (**Figure 1A**), and stems have high levels of aerenchyma but low levels of sucrose (Casto et al., 2018; Fujimoto et al., 2018). Although it is in the Tx623 background, *dd* has higher sugar accumulation, imitating the feature of sweet sorghum in terms of sugar content in the stem. Since *DD* and *dd* NILs have almost the same growth characteristics, including flowering time and plant height (Xia et al., 2018), they are ideal materials for studying the contribution of the *D* locus to sugar accumulation in the stem. Therefore, to identify *D* locus-dependent and -independent genes contributing to sugar accumulation, we choose both *DD* and *dd* NILs for further assay.

**Figure 1:**
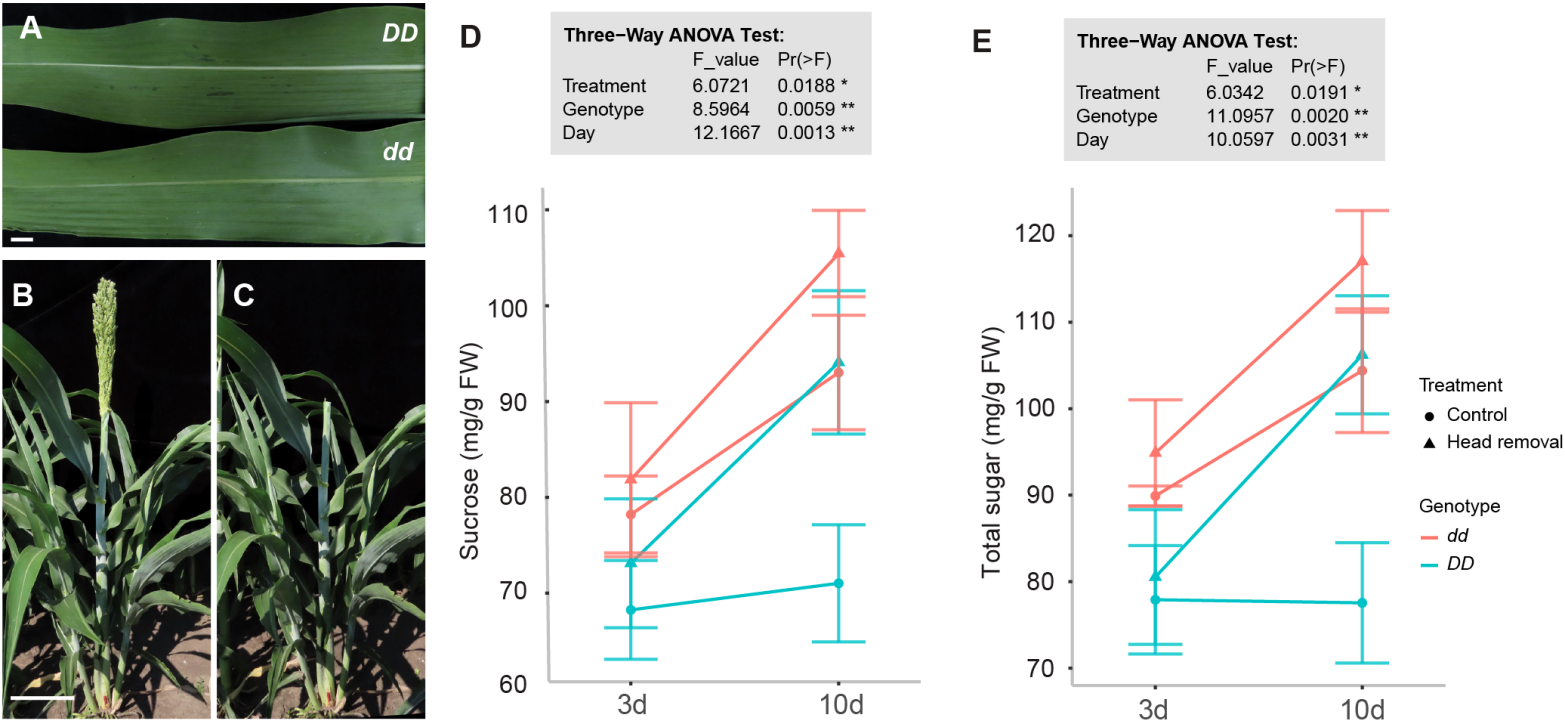
Head removal leads to sucrose accumulation in sorghum stems. **(A)** Leaf midrib phenotype of *DD* and *dd* NILs. **(B, C)** Head removal treatment in the field. Heads were removed at anthesis. **(D, E)** Content of sucrose **(D)** and total sugars **(E)** in stems at 3 and 10 days post head removal (DPHR) in *DD* and *dd* NILs. Values are means ± SE (n = 3 or 4). There are significant differences at *p* < 0.05 in genotype, day, and treatment in three-way ANOVA Tukey’s honestly significant difference test. * *p* < 0.05; ** *p* < 0.01.

Soluble sugar in stems increases quickly from 6 days before anthesis to 10 days post anthesis (DPA) in field-grown sorghum plants (McKinley et al., 2016). To isolate more candidates that may play roles in sugar accumulation in addition to *D*, we performed head removal at the anthesis stage (**Figures 1B, C**) since it can further boost the soluble sugar levels in sweet sorghum (Erickson et al., 2012). To focus our investigation on the pith parenchyma cells, which are the primary sugar-storing cells in sorghum stems and minimize the effects of local photosynthesis, we collected the inner tissues of stems without the outer green layer of the stem. First, we measured soluble sugar content at 3 and 10 days post head removal (DPHR) from the fourth internode and the second leaf counted from the top. Sucrose levels in stems were highest in treated *dd* NILs at 10 DPA (**Figure 1D**). The sucrose level differences at *DD* vs. *dd*, 10 DPHR vs. 3 DPHR, and head removal vs. control were statistically significant (three-way ANOVA, p < 0.05), suggesting that sugar in the fourth internode increased in treated plants compared to control plants at either 3 or 10 DPHR in both *DD* and *dd* NILs (**Figure 1E**). In addition, in stems, the levels of glucose and fructose are higher in *dd* compared to *DD*, although they are much lower than sucrose (**Figures S1A, B**). In leaves, no significant difference was detected in either sucrose or total sugar content upon head removal (**Figures S1C, D**). But the levels of glucose and fructose in leaves declined at 10 DPA compared to that at 3 DPA regardless of the treatment or genotype (**Figures S1E, F**). These findings indicate that head removal exerted the expected effects on sugar accumulation in the stem in both genotypes, including the *D*-independent regulations.

### Genes potentially contributing to sugar accumulation by transcriptome analysis

To identify genes associated with stem sugar accumulation, we obtained transcriptome profiles from the fourth internode and second leaf of NIL plants. 

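The RNA came from 2 organs of field-grown near-isogenic plants: the fourth internode from the top, with its outer layer shaved off, and the middle of the second leaf. *DD* plants carry a functional *SbNAC074A* and *dd* plants a truncated copy. Heads were removed at anthesis or left on, and plants were sampled 3 or 10 d later, which makes 8 groups per organ. The deposited tables hold 29 stem samples, with 3 or 4 per group, and 24 leaf samples, with 3 per group. A further 3 stem and 8 leaf samples are described but have no column, and the paper's text gives no reason for it. The authors' values are TPM for genes above 3 TPM in at least 2 samples, which leaves 16942 genes in stems and 16386 in leaves. Read counts were not used here and the depth of each sample is not known. TPM shares out a fixed total, so that a rise in some genes lowers the rest.
Changes are given as differences of log2(TPM + 1) fitted with limma, separately in each organ, with treatment, genotype and day as additive terms. Positive values mean higher after head removal than in controls, higher in *dd* than in *DD*, or higher at 10 d than at 3 d. A gene passes at an adjusted p below 0.01 and is counted as a DEG where it also changes by at least 1 log2 unit. Errors are standard errors for log2 changes and standard deviations for TPM. Groups of genes are 29 lists drawn up from gene descriptions before the data were examined. Each list was compared with all other genes by camera with a preset correlation of 0.01, which reads co-regulated genes as nearly independent. When the correlation was estimated from the data instead, no list was called, and that p stands beside each call.
Replicates of several groups lie apart on the first principal component. In stems of *dd* controls at 10 d, replicates 3 and 4 lie at -9.52 and -9.15 and replicates 1 and 2 at 23.03 and 24.99. Every other stem control lies at 4.18 or above, and decapitated stems run from -31.04 to 10.33. Replicates 3 and 4 thus lie among the decapitated samples on this component, and the reason is not known. In leaves of *DD* plants 3 d after head removal, replicates 2 and 3 stand away from replicate 4, and in leaves of *DD* controls at 3 d (-34.76, -25.43 and -3.18) and at 10 d (-5.28, -22.2 and 6.28) and of *dd* controls at 10 d (10.85, -18.8 and -1.78) the replicates spread about as far.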

The stem and leaf samples were analyzed separately using the DESeq2 package in R under a linear model (Love et al., 2014). In the coefficient tests, cutoffs of absolute log_2_ fold change ≥ 1 and an adjusted p < 0.01 were implemented to output the differentially expressed genes (DEGs) list. A total of 682 and 1611 DEGs were identified in leaves and stems, respectively. 

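Head removal turned on stem genes of several unrelated kinds. Among the steepest rises were an inositol oxygenase (*Sobic.010G168800*, 3.74 ± 0.34 log2 units, adjusted p = 2.16e-09), an enzyme that feeds myo-inositol towards cell wall sugars, an AP2-domain transcription factor (*Sobic.003G369100*, 3.58 ± 0.20, 4.84e-13) and an oxygenase of the gibberellin list (*Sobic.003G300800*, 2.96 ± 0.17, 4.98e-13). Among the deepest falls were a gene of the phosphatidylethanolamine-binding family, to which the florigen FT belongs (*Sobic.010G045100*, -3.57 ± 0.23, 1.01e-11), a flavonoid 3'-hydroxylase of the anthocyanin pathway (*Sobic.005G115800*, -3.38 ± 0.36, 2.09e-08) and the amino acid transporter *Sobic.003G378800* (-3.12 ± 0.29, 3.68e-09). By genotype, stems of *dd* plants had far less of a hydrophobic seed protein transcript (*Sobic.005G046700*, -4.17 ± 0.52, 4.48e-06) and more of a cellulase (*Sobic.006G122200*, 1.38 ± 0.08, 1.12e-12).
In stems 776 genes were DEGs by treatment (364 up, 412 down), 104 by genotype (27 up, 77 down) and 329 by day (181 up, 148 down), or 1100 distinct genes. Leaves gave 158 by treatment (135 up, 23 down), 48 by genotype (17 up, 31 down) and 132 by day (107 up, 25 down), or 326 distinct genes. Among all genes past the test, whatever their size, the balance turns over for day in stems (1498 up, 4011 down), genotype in leaves (770 up, 121 down) and treatment in leaves (708 up, 1155 down). How the samples are scaled moves the balance as well: with median-of-ratios scaling the share of DEGs that are up goes from 46.9 to 53.2% for treatment in stems, from 26 to 34.5% for genotype in stems, from 55 to 67.7% for day in stems and from 81.1 to 58.1% for day in leaves. The leaf treatment count runs from 110 to 193 when 1 library is left out, and the total in leaves drops to 171 with a pseudocount of 3. The total in stems drops to 639 with that pseudocount.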

DEGs from each factor (day, genotype, and treatment) were combined to make the hierarchical clustering heatmaps (**Figures 2A, B**; **Datasets S1, S2**). Most of the DEGs in leaves are grouped into two clusters, as shown at the bottom of the heatmap shown in **Figure 2A**, both of which are upregulated by head removal compared to corresponding control plants. Among them, genes response to abiotic stresses, such as hydrogen peroxide, heat and osmotic stress, were enriched (**Table S1**). 

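Most leaf DEGs by treatment rose, though among all leaf genes past the test more fell than rose. In the authors' deposited clusters of 337 leaf genes, 2 clusters hold 138 and 121 genes. Of the first, 137 lay higher after head removal, 83 of them past the test, with a median of 1.23 log2 units, and by day just 2 rose and 2 fell. Of the second, 110 lay higher, 63 past the test, with a median of 0.93, and 58 of its genes also rose from 3 to 10 d (median 0.86). No gene of either cluster fell after head removal. A smaller cluster of 49 genes went the other way (30 fell by treatment and 22 by day), and one of 29 genes is set by genotype (27 lower in *dd*, median -1.32). Jasmonate and wounding genes are over-represented in the cluster of 138 (6 against 0.48 expected, adjusted p = 0.000396 by Fisher's exact test, one-sided), and heat shock genes in the cluster of 121 (10 against 0.465 expected, 3.69e-09). Because these clusters were built from genes called on the same samples, their directions are not independent evidence.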

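Chaperone genes are among those that rose in leaves. Of 63 measured heat shock proteins and factors, 16 rose and 2 fell after head removal (23 and 3 adjusted over the list alone), with a median of 0.41 log2 units. They include *HSP17.6* (*Sobic.003G039400*, 2.90 ± 0.53, adjusted p = 0.000929), *HSP90* (*Sobic.006G005600*, 2.28 ± 0.44, 0.0012), which fold or hold other proteins under heat, and the co-activator *MBF1* (*Sobic.010G178500*, 2.24 ± 0.34, 0.000365). Among water channels, 3 of 20 aquaporins rose and none fell (3 and 0 adjusted over the list alone). For abscisic acid and dehydration genes, 3 rose and 1 fell of 40 (3 and 1 adjusted over the list alone), and the list was not called (adjusted p = 0.129). Outside these lists, the cytochrome P450 *CYP79A1*, which starts synthesis of the cyanogenic glucoside dhurrin, rose by 3.21 ± 0.72 (*Sobic.001G012300*, 0.00313) and an acid phosphatase by 2.48 ± 0.43 (*Sobic.009G070700*, 0.000642).
By camera the heat shock list is called at 3e-09 and aquaporins at 0.00948, and both have an adjusted p = 0.305 with an estimated correlation. Leaving out replicates 2 and 3 of *DD* leaves 3 d after head removal leaves replicate 4 alone in that group. The heat shock median then goes from 0.41 to 0.32, and *CYP79A1* stands at 2.68.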

The stem transcriptome data formed five clusters based on the expression patterns (**Figure 2B**). 

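Many chaperone genes rose in stems from 3 to 10 d. Of 69 heat shock genes in stems, 30 rose by day and 6 fell (32 and 6 adjusted over the list alone), among them *HSP90* *Sobic.006G005600* (2.12 ± 0.23 log2 units, adjusted p = 7.26e-08) and the small heat shock protein *Sobic.005G086400* (2.95). A fatty acid desaturase (*Sobic.003G377100*, 3.26 ± 0.39, 3.01e-07) rose too. On the falling side stand a light-harvesting protein of photosystem II (*Sobic.003G209800*, -2.75 ± 0.39, 3e-06), the lignin gene 4-coumarate:CoA ligase *Sobic.004G062500* (-1.76), phenylalanine ammonia-lyase *Sobic.004G220700* (-1.52) and an ammonium transporter (*Sobic.006G143100*, -1.57). In the authors' deposited cluster of 94 stem genes, 84 fell by day and none rose (median -1.19), and in that of 258 genes 196 rose and 3 fell (median 1.08). The second holds 17 heat shock genes (5.37e-14, Fisher's exact test, one-sided) and 8 of the jasmonate and wounding list (3.96e-05). Like those of leaves, the stem clusters were built from genes called on the same samples, so their directions are not independent evidence. Camera calls the heat shock list by day at 2.06e-10, with an adjusted p = 0.614 with an estimated correlation.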

The DEGs between collection days were grouped into clusters I and V with cluster I showing lower gene expression at 10 DPA compared to 3 DPA, while genes in cluster V were elevated at 10 DPA. Clusters II, III, and IV represented the genes responsive to treatment. Genes in clusters II and III were suppressed by head removal and played roles in ammonium transmembrane transport and auxin-activated signaling pathways. 

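Several genes of nitrogen and auxin transport fell in the stem once the head was gone. Of 59 genes for nitrogen transport and assimilation, 22 fell and 9 rose (23 and 10 adjusted over the list alone): glutamine synthetase *Sobic.001G451500*, which fixes ammonium into glutamine, fell by 2.36 ± 0.22 log2 units (adjusted p = 3.45e-09, mean 357 TPM), and the amino acid transporters *Sobic.008G068200* and *Sobic.009G142800* by 2.59 ± 0.18 (3.69e-11) and 2.44 (1.65e-08). Among auxin genes the carriers of the PIN family, which export auxin from cells and set its direction of flow, fell in 3 named cases: *Sobic.003G403900* (-2.09 ± 0.24, 7.75e-08), *Sobic.004G240900* (-2.02 ± 0.19, 3.6e-09) and *Sobic.010G095100* (-1.74 ± 0.23, 7.98e-07). The cytokinin-activating enzyme LOG (*Sobic.001G217700*) fell by 2.69 ± 0.34 (3.54e-07). In the authors' deposited clusters, that of 206 genes has 192 past the test downward by treatment (median -1.32) and that of 336 genes 275 (median -1.09), against 0 and 2 upward. The cluster of 206 holds 7 auxin genes where 1.03 were expected (0.00273, Fisher's exact test, one-sided) and 7 nitrogen genes (0.717 expected, 0.000396). The cluster of 336 holds 7 nitrogen genes (1.17 expected, 0.00485). Both clusters come from genes called on these samples, which fixes their direction beforehand. Across all stem genes the nitrogen list as a whole was not called by camera (adjusted p = 0.206), while fry, which asks only whether the list's own genes changed, puts it downward at 8.7e-05.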

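In the authors' deposited cluster of 466 stem genes, 460 rose after head removal and none fell, with a median of 1.11 log2 units. Genes of the light reactions are over-represented there (9 of the 64 measured, adjusted p = 0.00243, Fisher's exact test, one-sided), among them PetM of the cytochrome b6f complex (*Sobic.001G078000*, 1.38 ± 0.18, 3.68e-07), and so are starch genes (5 of the 32 measured, 0.0454). Few of the 466 also moved with the other factors: 37 rose and 12 fell by genotype, and 35 rose and 60 fell by day. As this cluster was built from genes called on the same samples, its rise by treatment is not independent evidence.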

While genes in cluster IV were elevated by head removal and involved in photosynthesis and glycogen biosynthetic process (see the enriched GO terms in **Table S2**).

**Figure 2:**
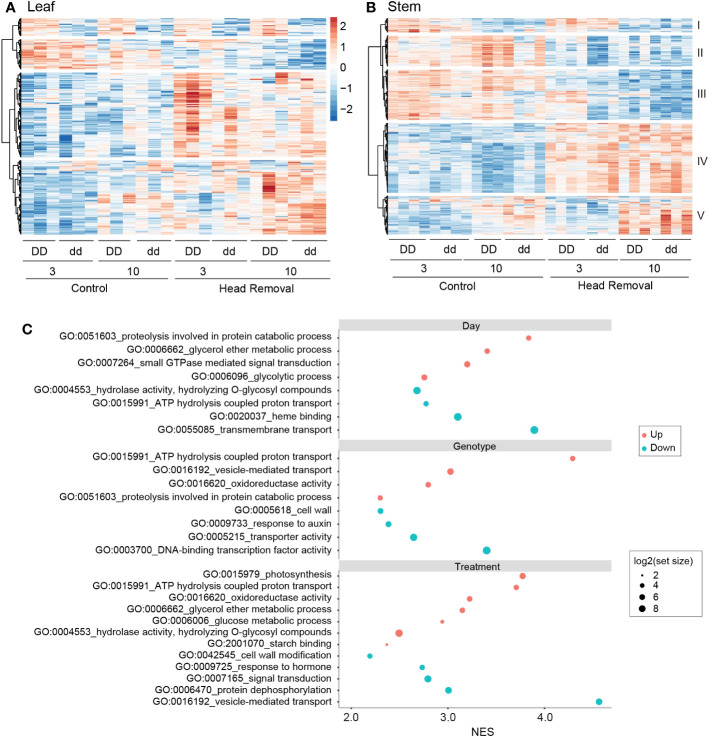
Transcriptome analysis of genes responding to different factors. **(A, B)** Heatmap of differentially expressed genes (DEGs) response to head removal at 3 and 10 DPHR in leaf **(A)** and stem **(B)**. The scale bar shared by **(A, B)** represents the color saturation gradient based on the Log_2_TPM converted to z-scores. Five clusters of DEGs were classified based on co-expression patterns in stems **(B)**. **(C)** Gene Set Enrichment Analysis (GSEA) for stem genes in response to day, genotype and head removal. Gene ontology (GO) terms include biological process, cellular component, and molecular function. Many GO terms are located at multiple levels within the ontology; only the representative ones are displayed here. See the whole GO terms in Dataset S3. The negative normalized enrichment scores (NES) were converted to absolute values shown as blue dots in order to show with positive NES (red dots) on the same side of the y-axis.

To examine the effects of each factor on physiological processes with a sensitive approach, we used the same dataset obtained from DESeq2 and conducted gene set enrichment analysis (GSEA), which can generate signal-to-noise ratios as a readout (Subramanian et al., 2005). The day factor in stems showed an upregulation of gene sets involved in protein catabolism along with the treatment and genotype factors. However, it is also associated with a decrease in transmembrane transport and ATP hydrolysis coupled proton transport, which is a departure from both the treatment and genotype factors (**Figure 2C**; **Dataset S3**). 

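Proteasome genes moved in both directions in stems. Of 66 proteasome genes, which encode the complex that degrades ubiquitin-tagged proteins, 9 rose and 12 fell from 3 to 10 d (9 and 12 adjusted over the list alone), 5 rose and 7 fell by treatment (4 and 6), and 4 rose and 8 fell by genotype (6 and 11). The assembly chaperone PSMD10 (*Sobic.003G444900*) fell by 1.86 log2 units by day (adjusted p = 1.3e-07). The base subunit RPT4 (*Sobic.006G248700*) rose by 0.93 by treatment (1.12e-06). By day the list's median is -0.00 and camera points up at an adjusted p = 0.13, which median-of-ratios scaling moves to 0.0155 and array weights to 0.0262. Of all 16942 stem genes 1498 rose and 4011 fell by day, and relative to all genes the list's median was 0.082. By the adjusted p of the authors' deposited table, 25 of the 66 rose by day and 7 fell, 11 rose and 5 fell by treatment, and 12 rose and 5 fell by genotype; in leaves by day it has 12 up and 4 down. Asparagine synthetase (*Sobic.006G269200*) rose by 1.33 by day. In leaves 22 proteasome genes rose by day and 1 fell (23 and 1 adjusted over the list alone), median 0.21, called at 0.000719 with an adjusted p = 0.526 with an estimated correlation.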

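Sugar-handling enzymes moved piece by piece in stems after head removal. Of 63 glycolysis genes 14 rose and 11 fell (14 and 11 adjusted over the list alone), median 0.02 log2 units: the aldolases *Sobic.008G053200* (0.92 ± 0.13, adjusted p = 1.17e-06, mean 951 TPM) and *Sobic.005G056400* (0.92, 7.56e-06) and hexokinase *Sobic.003G035500* (0.91 ± 0.16, 2.85e-05) rose, while hexokinase-3 *Sobic.003G421201* fell by 0.76. Trehalose metabolism, whose intermediate trehalose 6-phosphate reports sucrose supply, was split: 5 of 17 rose and 4 fell (6 and 4 adjusted over the list alone), with 1 synthase up (*Sobic.002G184600*, 2.23 ± 0.19, 6.99e-10) and another down (*Sobic.004G293500*, -2.19, 1.55e-08). Sucrose metabolism, a list partly chosen by the study and so not independent evidence, gave 6 up and 5 down of 19 (6 and 5 adjusted over the list alone), median -0.01. In the list of C4 and Calvin cycle enzymes 12 of 32 rose and 3 fell (12 and 3 adjusted over the list alone), median 0.34. Camera called that last list (0.0141, adjusted p = 0.816 with an estimated correlation) but not glycolysis (0.177), trehalose (0.415; 0.022 among genes with a mean of at least 10 TPM) or sucrose metabolism (0.704, upward where the median and mean lie below 0).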

The effects of head removal on stems caused the upregulation of many gene sets enriched in functional groups related to carbon metabolism and starch binding, which is consistent with the increased availability of sugar present in the stem. 

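Subunits of the vacuolar-type proton ATPase, the pump that acidifies the vacuole and drives proton-coupled carriers across the tonoplast, were more abundant in *dd* stems. By genotype 15 of 21 rose and none fell (18 and 0 adjusted over the list alone), with a median of 0.23 log2 units: subunit G (*Sobic.002G073800*, 0.54 ± 0.09, adjusted p = 9.16e-05, mean 667 TPM), A (*Sobic.004G060100*, 0.47 ± 0.09, 0.000282), B (*Sobic.010G172500*, 0.44 ± 0.08, 0.000326) and E (*Sobic.003G244200*, 0.44 ± 0.07, 7.68e-05). After head removal 4 rose and none fell (4 and 0 adjusted over the list alone), median 0.13, with A at 0.37 ± 0.09 (0.000747), G at 0.36 ± 0.09 (0.00127) and F (*Sobic.002G410700*) at 0.32 ± 0.06 (3.53e-05). From 3 to 10 d 8 fell and 1 rose (9 and 1 adjusted over the list alone), median -0.16, including C (*Sobic.008G021200*, -0.28 ± 0.05, 7.87e-05), while 1 fell and 1 rose by the adjusted p of the authors' deposited table. The sucrose carriers *Sobic.004G353600* and *Sobic.008G193300*, which make the SUT list with *SbSUT1* and were partly chosen by the study, did not pass by treatment (-0.09 and -0.05), and with 3 members that list is too short to test.
Camera calls the proton pump list by genotype at 2.24e-13 and by treatment at 0.00262, with adjusted p = 0.393 and 0.816 with an estimated correlation. By day it was not called (0.107), but quantile normalization (0.00517) or leaving out 1 library (stem *DD* control 10 d replicate 1, 0.0473, or *dd* control 3 d replicate 1, 0.0487) brings it under the threshold.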

ATP hydrolysis coupled proton transport is upregulated across both the genotype and the treatment, which may increase the strength of the proton gradient and therefore the activity of active sugar transporters without increasing the transcript levels, such as *SbSUT1*. In addition, head removal is associated with a significant but minor increase in pathways related to photosynthesis in stems (**Figure 2C**). In contrast, photosynthesis is downregulated by head removal in leaves (**Figures S2A, S3**). Both genotype and treatment show a decrease of cell wall deposition in stems, implying that more carbon is diverted from the lignocellulose pathway in *dd* NILs and decapitated sorghum. Moreover, there is a downregulation of gene sets involved in auxin responses and signal transduction, such as dephosphorylation and vesicle-mediated transport (**Figure 2C**). These findings indicate that basic biological processes, such as protein synthesis, carbohydrate metabolism and ATP-dependent transport, were enhanced by head removal in stems, but pathways involved in response to endogenous auxin and the external stimuli were inhibited (**Figure 2C**; **Dataset S3**).

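Most light-reaction genes measured in the internodes rose after head removal. Of 64 genes of the light reactions 44 rose and 2 fell (48 and 3 adjusted over the list alone), with a median of 0.66 log2 units. They span the whole chain: oxygen-evolving protein psbO (*Sobic.010G241000*, 0.83 ± 0.14, adjusted p = 2.85e-05, mean 540 TPM), psb27 of photosystem II repair (*Sobic.001G382100*, adjusted p = 8.78e-08), plastocyanin (*Sobic.010G000500*, 0.98), psaL of photosystem I (*Sobic.003G052500*, 1.18) and a chlorophyll a/b-binding protein (*Sobic.002G215000*, 1.31); psbO, plastocyanin and psaL were picked after their values were seen. The 2 that fell are a root-type ferredoxin-NADP reductase, which serves non-green tissue (*Sobic.001G067100*, -1.10 ± 0.15, 9.53e-07), and *psbR* (*Sobic.002G032700*), whose change was 0.04 at 3 d and -2.13 at 10 d (adjusted p = 0.00915 for the difference). Downstream, the Rubisco small subunit (*Sobic.005G042000*, 1.54 ± 0.20, 7.26e-07, 371 TPM) and phosphoribulokinase (*Sobic.004G272100*, 1.06) rose too.
Of 365 other genes abundant in leaves and scarce in stems, 311 were higher after head removal as well. The levels stay low: the list's median is 58.6 TPM in stems against 501 TPM in leaves. Within single groups the median, taken relative to all genes, was 0.17 in *DD* at 3 d, 0.90 in *DD* at 10 d, 0.82 in *dd* at 3 d and 0.87 in *dd* at 10 d. Camera calls the list at 2.49e-14, with an adjusted p = 0.795 with an estimated correlation. Relative to all genes the list's median over all groups was 0.719. In other divisions of the same samples into head removal and control it reached at most 0.465 in size (100 divisions, the real one included).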

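Leaf light-reaction genes lay slightly lower after head removal, but no single one of the 67 measured passed the test, on its own or adjusted over the list alone (0 up, 0 down; median -0.20 log2 units). At an unadjusted p under 0.05 limma has 1 up and 17 down, and the adjusted p of the authors' deposited table passes 1, downward. Some enzymes of carbon fixation fell. Of 35 C4 and Calvin cycle genes 6 fell and none rose (9 and 1 adjusted over the list alone), median -0.23, among them carbonic anhydrase (*Sobic.003G234400*, -0.50 ± 0.10, adjusted p = 0.00166) and fructose bisphosphatase (*Sobic.003G367500*, -0.55 ± 0.11, 0.00133). Tested directly, the change of 38 of the 62 light-reaction genes measured in both organs was more positive in stems than in leaves and that of 1 was more positive in leaves. The same holds for 12 of 32 C4 and Calvin genes, against 1.
In the plot of leaf against stem changes, 58 of 62 genes lie above 0 in stems and 50 lie below 0 in leaves. Camera calls the light reactions in leaves at 0.0233 (adjusted p = 0.75 with an estimated correlation) and the C4 and Calvin list at 0.00948 (0.305 as the adjusted p with an estimated correlation). The first call is lost when 1 library is left out in 5 cases: leaf *DD* control 10 d replicate 2 (0.162), *dd* control 3 d replicate 3 (0.095), *dd* control 10 d replicate 1 (0.0639), *DD* head removal 3 d replicate 2 (0.0555) or *dd* head removal 3 d replicate 3 (0.141). In 10 of 100 splits of the samples, the real one included, the list's median moved as far.

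**Figure D1:**
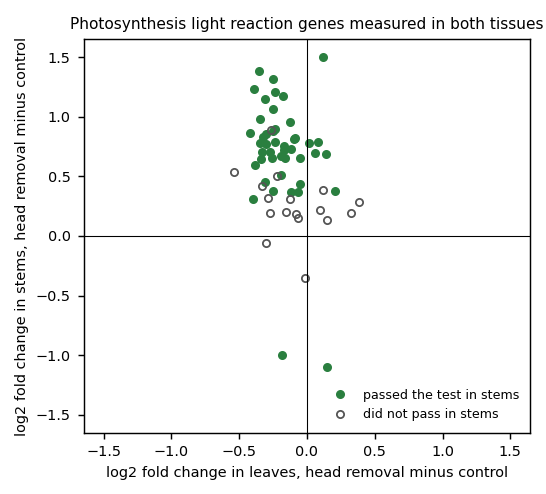
Each point is 1 of 62 light-reaction genes measured in both organs, with its log2 fold change after head removal in leaves on the horizontal axis and in stems on the vertical axis; filled points passed the test in stems (45 genes). Most points lie in the upper left, above 0 in stems and below 0 in leaves.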

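Part of the lignin pathway fell in stems. After head removal 10 of 32 fell and 2 rose in stems (10 and 2 adjusted over the list alone): a cinnamyl alcohol dehydrogenase (*Sobic.007G076000*, -1.41 ± 0.21 log2 units, adjusted p = 5.24e-06), which makes the alcohols that are linked into lignin, phenylalanine ammonia-lyase at the pathway's entry (*Sobic.004G220700*, -1.00 ± 0.19, 0.000106) and CAD4 (*Sobic.004G071000*, -0.48). In *dd* compared with *DD*, 4 fell and none rose (4 and 0 adjusted over the list alone), with CAD4 at -0.57 ± 0.10 (0.000186) and the feruloyl transferase *Sobic.003G105500* at -0.85 (0.000198). Cellulose synthase genes did not pass: the 4 measured include CesA4 of the secondary wall (*Sobic.001G224300*, -0.85 ± 0.51, 0.174) and *Sobic.002G118700* (0.53 ± 0.22, 0.041), too few to test as a list. Wall-loosening genes split evenly by treatment (6 up, 6 down of 39; the same adjusted over the list alone), with expansin-A16 down (*Sobic.001G033300*, -2.59 ± 0.29, 6.3e-08) and an endotransglycosylase up (*Sobic.007G094900*, 1.55). By genotype 5 of them fell and none rose (5 and 0 adjusted over the list alone). Of all 16942 stem genes 3973 fell and 2432 rose by treatment, and 2144 fell and 876 rose by genotype. The falls by genotype in both lists are thus near the share over all genes.
Camera did not call lignin by treatment (0.704) or genotype (0.921), nor wall loosening (0.556 and 0.465; by treatment it points up where the median is -0.03). The self-contained test fry puts lignin downward at 0.0123 and 0.0398.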

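Many genes of auxin response and transport fell in decapitated stems. Of the 85 measured 38 fell and 3 rose (38 and 3 adjusted over the list alone), median -0.44 log2 units, led among abundant genes by an Aux/IAA repressor (*Sobic.001G094800*, -2.36 ± 0.16, adjusted p = 2.44e-11, mean 328 TPM), a class of genes that auxin itself switches on. Protein phosphatases, which undo phosphorylation, fell in 56 of 126 cases and rose in 10 (58 and 11 adjusted over the list alone), median -0.17. They include 2 of the PP2C type, *Sobic.001G034100* (-1.34 ± 0.15, 5.67e-08) and *Sobic.004G065200* (-1.01 ± 0.09, 1.68e-09, mean 465 TPM). Of 100 vesicle coat and tether genes 44 fell and 3 rose (44 and 5 adjusted over the list alone), median -0.15, such as the exocyst gene *EXO70* (*Sobic.009G171000*, -0.63 ± 0.06, 1.55e-09), which docks secretory vesicles at the plasma membrane. In leaves 5 auxin genes fell and 4 rose of 67, and the change of 23 of the 52 measured in both organs was more positive in leaves than in stems, against 2 the other way.
Camera calls auxin at 0.000123 and the other 2 lists at 0.00044, with adjusted p = 0.795 for auxin and 0.816 for both others with an estimated correlation.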

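Most of the ribosomal protein genes that changed in stems rose. Of 206 cytosolic ribosomal proteins in stems 69 rose after head removal and 7 fell (69 and 7 adjusted over the list alone), median 0.15 log2 units, such as L10 (*Sobic.001G383000*, 1.10). Cell cycle genes and core histones rose in 20 of 71 cases and fell in 5 (20 and 5 adjusted over the list alone), median 0.23, with histone H3 *Sobic.006G081800* at 0.97 (adjusted p = 0.000241). In the gibberellin list the receptor GID1 rose (*Sobic.009G134600*, 1.87 ± 0.10, 4.16e-13) and a DELLA repressor, which GID1 removes, fell (*Sobic.001G120900*, -0.96 ± 0.08, 5.31e-10), with 2 up and 4 down of 11 (2 and 6 adjusted over the list alone; median -0.19, mean 0.16, camera up at 0.883). The other riser, and the steeper, is described as gibberellin 2-beta-dioxygenase (*Sobic.003G300800*, 2.96 ± 0.17, 4.98e-13). A synthesis gene, ent-copalyl diphosphate synthase, fell (*Sobic.001G248600*, -0.72 ± 0.17, 0.000705). Abscisic acid and dehydration genes gave 8 up and 11 down of 43 (9 and 11 adjusted over the list alone; median -0.04, camera up at 0.704), aquaporins 5 up and 3 down of 19 (5 and 3; 0.318) and senescence genes 2 up and 3 down of 16 (2 and 3; median 0.08, 0.704).
Camera calls ribosomal proteins at 2.47e-10 and the cell cycle list at 0.00044, each with an adjusted p = 0.816 with an estimated correlation; fry does not call the cell cycle list (0.0725), and camera loses it without *DD* stems 3 d after head removal (0.0695). To the paper, such shifts of gene sets indicate enhanced protein synthesis, carbohydrate metabolism and ATP-dependent transport in decapitated stems and inhibited responses to auxin and external stimuli.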

### Sugar accumulation is negatively associated with bHLH093 activities

The highest number of differentially regulated genes triggered by treatment in both tissues (**Figures 3A, B**; **Datasets S1, S2**) signify impact of treatment on the overall gene expression patterns. 

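Most stem DEGs belong to 1 of the 3 factors. Those by treatment include amino acid, auxin and flavonoid genes, those by day many heat shock genes, and those by genotype a short set with genes such as raffinose synthase (*Sobic.002G075800*, 1.22 ± 0.24 log2 units higher in *dd*, adjusted p = 0.000488, mean 640 TPM), which builds a storage and stress sugar from sucrose, and malate synthase (*Sobic.006G127100*, -1.65). Of the stem DEGs 683 belong to treatment alone, 237 to day alone and 75 to genotype alone; 76 are shared by treatment and day, 13 by treatment and genotype and 12 by genotype and day. In leaves the sets are 148, 120 and 46 alone, with 10, 0 and 2 shared. Where treatment was compared group by group in stems, 93 genes were DEGs in *DD* at 3 d, 669 in *dd* at 3 d, 827 in *DD* at 10 d and 864 in *dd* at 10 d. That spread is not a tested difference between genotypes: no gene passed as a DEG for the interaction of treatment and genotype by limma (1173 had an unadjusted p under 0.05), and 8 did for treatment and day. Single libraries weigh on these counts: *DD* at 10 d gives 339 without replicate 2 of its controls, *dd* at 3 d 342 without replicate 3 after head removal and *DD* at 3 d 53 without replicate 3 of its controls, and the 8 become 2 without replicate 1 of those controls and 44 without replicate 4 of *dd* controls at 10 d.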

By examining genes responding to all three factors, we aimed to gain better insights into the mechanisms governing sugar accumulation. Interestingly, our findings revealed that no single gene exhibited a response to all factors in leaves (**Figure 3A**), which aligns with the absence of significant sugar elevation induced by either one of these factors. Three genes were found to be regulated by all factors in stems (**Figure 3B**). Among them, the level of *Sobic.003G131600* that encodes a major facilitator superfamily protein, was higher in decapitated sorghum and *dd* NILs, but lower at 10 DPA, compared to the corresponding controls (**Figure 3C**; **Table S3**). 

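With limma on TPM, 4 stem genes were DEGs for all 3 factors. One is the bHLH093 homolog *Sobic.001G513700*, and the others are *Sobic.001G286000*, *Sobic.001G307700* and *Sobic.008G163200*. The transporter *Sobic.003G131600* passed for all 3 factors but changed by under 1 log2 unit with genotype and with day. The cupin gene *Sobic.001G469300* passed for genotype and day. The count rests on few samples, and 12 of the 29 move it by over 1.5 times when left out: without replicate 2 of *DD* stems 3 d after head removal it is 1, and with median-of-ratios scaling it is 2. No leaf gene was a DEG for all 3 factors by limma, 1 changed by as much at an unadjusted p under 0.05, and 59 passed for all 3 with no fold threshold; the authors' deposited table has 0.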

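Head removal more than doubled this transporter's transcript on average in each of the 4 stem comparisons. The change by treatment was 1.11 ± 0.12 log2 units (adjusted p = 5.85e-08), by genotype 0.85 ± 0.13 (4.04e-05) and by day -0.91 ± 0.13 (2.49e-06). In *dd* it went from 4.66 ± 0.96 TPM (n = 4) to 10.6 ± 1.86 TPM (n = 3) at 3 d and from 1.56 ± 0.33 to 6.45 ± 1.56 TPM at 10 d (n = 4 and 4). In *DD* it went from 2.32 ± 0.81 to 5.66 ± 2.80 TPM at 3 d (n = 4 and 4) and to 2.20 ± 0.39 TPM at 10 d. It is a scarce transcript in every group.
Another gene of the superfamily, *Sobic.003G131800*, also stood higher in *dd* stems (1.40 ± 0.23, 0.000102).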

*Sobic.001G513700* encodes a homolog of *Arabidopsis* basic helix-loop-helix (bHLH) transcriptional factor AtbHLH093/NFL (NO FLOWERING IN SHORT DAY), which establishes the shoot apical meristem (SAM) during the transition from the vegetative to reproductive growth through gibberellin signaling (Sharma et al., 2016; Poirier et al., 2018). *Sobic.001G469300* encodes a cupin superfamily protein. Both *Sobic.001G513700* and *Sobic.001G469300* were suppressed by all three factors (**Figure 3C**; **Table S3**), which suggests their expression levels may be negatively correlated with sugar accumulation.

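The bHLH093 transcript is at its highest in intact *DD* stems and drops with each factor. By treatment it fell by 1.73 ± 0.33 log2 units (adjusted p = 0.000108), by genotype by 1.54 ± 0.34 (0.00135) and by day by 1.75 ± 0.34 (0.000148). In *DD* it went from 67.6 ± 33.6 to 24.6 ± 14.9 TPM at 3 d (n = 4 and 4) and from 47.7 ± 41.8 to 3.51 ± 3.31 TPM at 10 d (n = 3 and 3). In *dd* it started lower, at 20.6 ± 11.9 TPM at 3 d and 6.75 ± 3.77 TPM at 10 d. The cupin gene is a *DD* transcript: in *dd* no group mean passes 0.409 TPM. It fell by 2.15 ± 0.26 with the *dd* genotype (3.03e-06) and by 1.00 ± 0.26 by day (0.00276), and stood at -0.71 ± 0.26 by treatment (0.024). In *DD* at 10 d alone its change by treatment was -2.14 (0.000367), while at 3 d it was measured at 11.3 ± 3.07 TPM in controls and 7.72 ± 5.51 TPM after head removal. Its treatment effect passes when replicate 3 of *DD* stems 3 d after head removal is left out (-0.83, 0.00653) or with a pseudocount of 0.1 (-1.42, 0.00319). Without *DD* stems 3 d after head removal the genotype effect of bHLH093 (0.0113) and the day effect of the cupin gene (0.0197) do not pass. From the lower level of both genes under all factors the paper proposes that their expression may run against sugar accumulation.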

**Figure 3:**
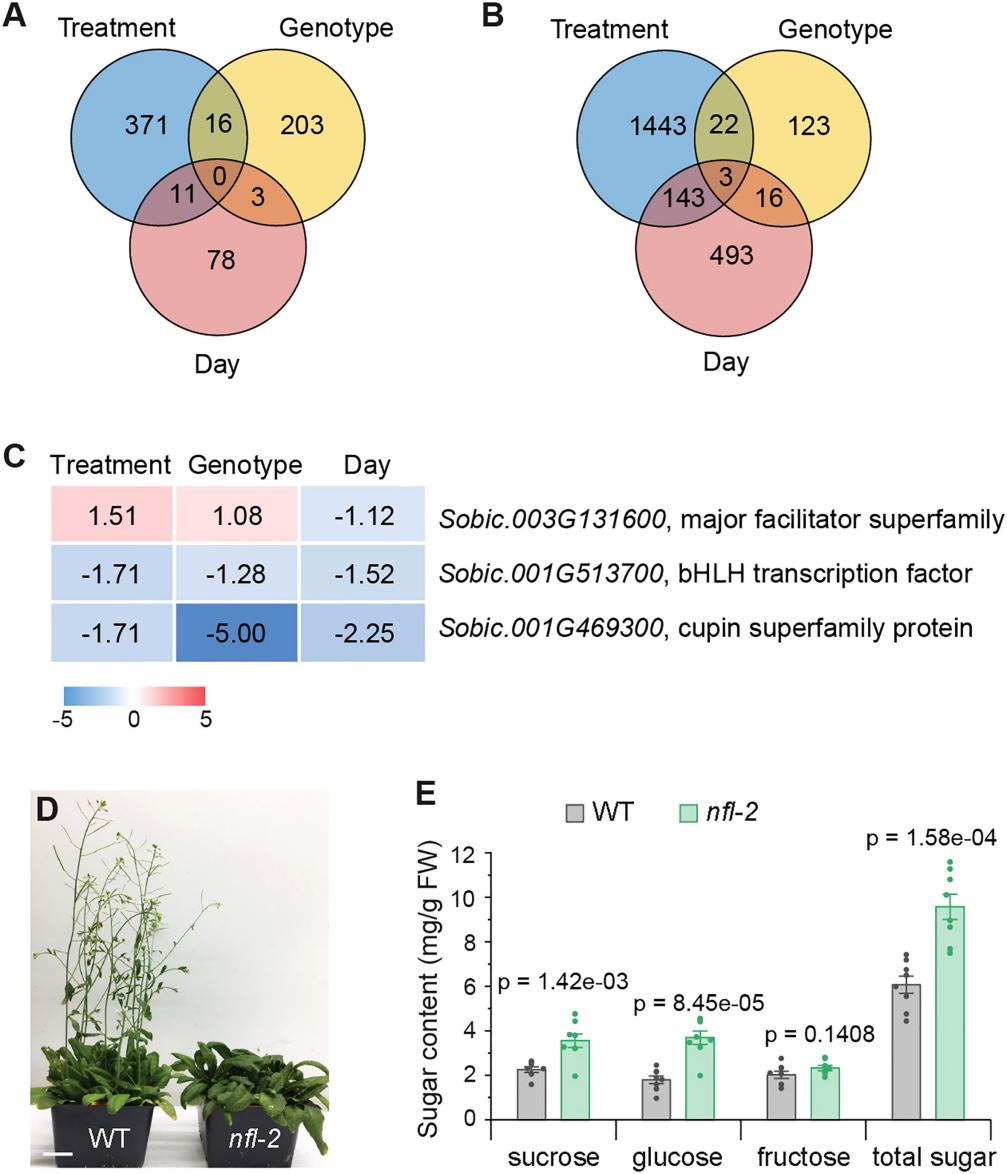
Identification of genes responding to all conditions and functional analysis of a resulting homolog in *Arabidopsis*. **(A, B)** Venn diagram of DEGs response to treatment (decapitation vs. control), genotype (*dd* vs. *DD*), and day (10 DPA vs. 3 DPA) in leaf **(A)** and stem **(B)**. **(C)** Intersection genes of different factors in stem. Color gradient (red-white-blue) applied to a range of Log_2_FC (maximum-minimum). The background color indicates where each cell value falls within that range. **(D)** *nfl-2* shows the later flowering phenotype. Image shows 4-week-old plants. Scale bar = 2 cm. **(E)** Higher levels of sugars detected in *nfl-2*. Sugars in 9^th^ true leaf were extracted from 4-week-old plants. Values are means ± SE (n = 8). Student’s unpaired *t* test is used to calculate two-tailed *p* values when compared with the values in corresponding wild type.

A recent study revealed that sorghum *SbbHLH093* is highly expressed in apical dome and intercalary meristems, which is proposed to play a role in the cell cycle and cell division during the internode development (Yu et al., 2022). Loss-of-function mutant of *AtbHLH093* in *Arabidopsis* grown under short day or high light conditions shows late flowering phenotype due to disrupted SAM establishment (**Figure 3D**) (Sharma et al., 2016; Poirier et al., 2018). That implies bHLH093 may have a conserved role in controlling meristem development in the plant kingdom and then impacting sugar accumulation. To evaluate this possibility, we measured sugar contents in *Arabidopsis atbhlh093* null mutant allele *nfl-2* (Sharma et al., 2016), since *atbhlh093* delays flowers and may in turn extend the period for sugar accumulation in vegetative tissues before anthesis. As shown in **Figure 3E**, the levels of sucrose, glucose and total sugars increased in *nfl-2* mutant compared to wild-type plants. This finding implies that downregulation of *SbbHLH093* may alter or affect developmental stages in sorghum, such as SAM establishment and flower timing, which prolongs the photosynthetic period and thereby contributes to the enhanced sugar accumulation in stems. Thus, transition delay from vegetative to reproductive growth could be an additional strategy to increase sugar yield in bioenergy crops.

### Starch turnover is likely accelerated by head removal

It has been reported that starch turnover is higher in sweet sorghum stems (Li et al., 2019). Our data also found that starch metabolism-related genes were substantially altered in decapitated sorghum stems, but not in leaves (**Figure S4**). This finding is further supported by GSEA, where gene sets upregulated after head removal are involved in glycerol ether and glucose metabolism, hydrolase activity of o-glycosyl bonds, as well as an increase in starch binding and the glycogen biosynthetic process, each of which contributes to starch synthesis (**Figure 2C**; **Dataset S3**). 

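Some starch genes rose in stems on both the making and the breaking side of the granule. Of 32 measured, 15 rose and 3 fell after head removal (16 and 3 adjusted over the list alone), median 0.34 log2 units; the list was partly chosen by the study, so its direction is not independent evidence. Beside the enzymes the paper names, a second large subunit of ADP-glucose pyrophosphorylase, the most abundant starch transcript named here (*Sobic.009G245000*, mean 1242 TPM), rose by 0.77 ± 0.17 (adjusted p = 0.000469) by treatment. The 3 that fell are a dual-specificity glucan phosphatase (*Sobic.001G538800*, -0.31, 1.03e-05), which removes phosphate from starch, and 2 genes described as alpha-amylase (*Sobic.003G276400*, -0.60, and *Sobic.006G063600*, -0.28, not past the test with quantile normalization, 0.0113); these were named after their values were seen. By genotype 7 rose and 2 fell (7 and 2 adjusted over the list alone).
In leaves 2 rose and 2 fell of 32 (4 and 3 adjusted over the list alone), median 0.03, and the change of 12 of the 31 genes measured in both organs was more positive in stems, against 3 in leaves. Isoamylase 1 and phosphorylase a also rose in leaves (0.55 ± 0.13, adjusted p = 0.00369, and 0.80 ± 0.14, 0.000816). The first did not pass without replicates 2 and 3 of decapitated *DD* leaves after 3 d, a fit with replicate 4 alone in that group. Camera calls the list in stems by treatment at 7.47e-05 and by genotype at 0.000204 (adjusted p = 0.795 and 0.783 with an estimated correlation), and not in leaves (0.515).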

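Isoamylase 1, the debranching enzyme that trims growing amylopectin, and phosphorylase a, which takes glucose off glucan chains as glucose 1-phosphate, showed the steepest rises among the starch genes of Table 1 in stems: 1.62 ± 0.21 log2 units (*Sobic.007G204600*, adjusted p = 3.8e-07) and 1.58 ± 0.24 (*Sobic.001G083900*, 5.65e-06). Within genotypes isoamylase 1 rose by 1.32 in *DD* (0.000321) and 1.88 in *dd* (1.59e-06), and phosphorylase a by 1.33 in *DD* (0.00504) and 1.77 in *dd* (0.000175). The second phosphorylase (*Sobic.003G358600*) rose by 0.68 ± 0.16 overall (0.001) and by 0.81 in *dd* (0.00439), and stood at 0.50 in *DD* (0.0869). None of the 3 passed for an interaction of treatment and genotype (adjusted p = 0.753 for isoamylase 1 and 0.862 for phosphorylase b).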

Genes encoding isoamylase 1 and starch phosphorylases a and b were induced by head removal in both *DD* and *dd* NILs (**Table 1**). The highest transcript levels and fold changes by induction were observed at 10 DPHR in *dd* NILs for each gene (**Table S4**). 

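Decapitated *dd* stems at 10 d held the most of each transcript. Isoamylase 1 went from 14.5 ± 2.51 TPM in intact to 96.4 ± 29.6 TPM in decapitated *dd* plants at 10 d (n = 4 and 4), and from 12.8 ± 3.79 to 51.5 ± 34.7 TPM in *DD* (n = 3 and 3). At 3 d the decapitated means were 40.7 ± 5.76 TPM in *dd* and 32.4 ± 3.74 TPM in *DD*. Phosphorylase a reached 457 ± 153 TPM in *dd* at 10 d from 82.8 ± 21.3 TPM, against 222 ± 153 TPM in *DD* at 10 d, 189 ± 56.1 TPM in *dd* at 3 d and 152 ± 31.5 TPM in *DD* at 3 d. Phosphorylase b went from 146 ± 16.7 to 310 ± 51.9 TPM in *dd* at 10 d. In that group the changes were 2.61 ± 0.32 log2 units for isoamylase 1 (limma adjusted p = 5.91e-06), 2.41 for phosphorylase a (0.000356) and 1.06 for phosphorylase b (0.00935). By exact permutation test, two-sided, isoamylase 1 gives p = 0.0286 there, the smallest value 4 against 4 samples allow. The difference between days was not shown for isoamylase 1 (interaction 1.15, adjusted p = 0.108).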

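Of the enzymes of starch granule breakdown, 2 further ones that the paper names rose too. Glucan water dikinase, which phosphorylates starch and so starts its breakdown, rose by 0.79 ± 0.10 log2 units in stems after head removal (*Sobic.010G143500*, adjusted p = 2.08e-07), by 0.69 in *DD* (0.00105) and by 0.87 in *dd* (3.51e-05). In *dd* at 10 d it went from 55.1 ± 5.90 to 104 ± 20.5 TPM (n = 4 and 4). Isoamylase 3, which debranches starch during breakdown, rose by 0.53 ± 0.08 (*Sobic.002G233600*, 7e-06), from 50.5 ± 10.7 to 87.0 ± 11.8 TPM in that group. Both changes are larger than the spread between replicates. Other breakdown genes were mixed. The glucanotransferase DPE2 rose (*Sobic.002G407000*, 0.45, adjusted p = 0.00212). No gene described as beta-amylase passed, nor did phosphoglucan water dikinase (*Sobic.004G120100*, 0.07, 0.481) or a gene similar to maltose excess protein 1 (*Sobic.006G204400*, 0.03, 0.823).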

Genes encoding isoamylase 3 and alpha-glucan water dikinase were also upregulated by head removal (**Table 1**). The transcript levels of genes encoding each of the ADP-glucose pyrophosphorylase (AGPase) subunits, starch branching enzyme 2.2a and starch synthase 1 increased in decapitated *DD* and *dd* NILs, and show the highest expression levels at 10 DPHR in *dd* NILs (**Table 1**). These results suggest that starch metabolism is promoted by head removal, with higher activity in *dd* NILs, which aligns with the observation that more sugar was accumulated in *dd* NILs (**Figures 1D, E**).

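The starch-building enzymes of Table 1 all rose. ADP-glucose pyrophosphorylase makes the glucosyl donor in the first committed step: small subunit a rose by 0.68 ± 0.11 log2 units (*Sobic.007G101500*, adjusted p = 6.91e-06), small subunit b by 1.02 ± 0.11 (*Sobic.002G160400*, 5.51e-08) and the large subunit by 1.06 ± 0.14 (*Sobic.001G100000*, 4.3e-07). A further large subunit (*Sobic.003G230500*, 0.07 ± 0.13, 0.663, mean 34.5 TPM) and *Sobic.001G376266*, described as the same enzyme (0.07 ± 0.09, 0.551), did not pass. Branching enzyme 2.2a, which adds the branch points, rose by 1.29 ± 0.11 (*Sobic.010G273800*, 6.56e-10), almost evenly in *DD* (1.27, 1.08e-05) and *dd* (1.33, 1.28e-06), and reached 400 ± 31.6 TPM in decapitated *dd* stems at 10 d (n = 4) from 150 ± 19.6 TPM, with 367 ± 87.9 TPM in *DD* (n = 3). The synthase of Table 1 (*Sobic.010G047700*, described as starch synthase 2 in the file) rose by 0.60 ± 0.17 by treatment (0.00376) and stood 1.02 ± 0.17 higher in *dd* than in *DD* (0.000114), with 361 ± 68.6 TPM in decapitated *dd* stems at 10 d. Small subunit b went from 134 ± 39.3 to 336 ± 31.8 TPM in *dd* at 10 d, and the large subunit from 13.4 ± 3.73 to 41.0 ± 8.32 TPM.
The plot of starch genes by group shows wide spreads in decapitated *DD* stems at 10 d, where 3 samples were measured.

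**Figure D2:**
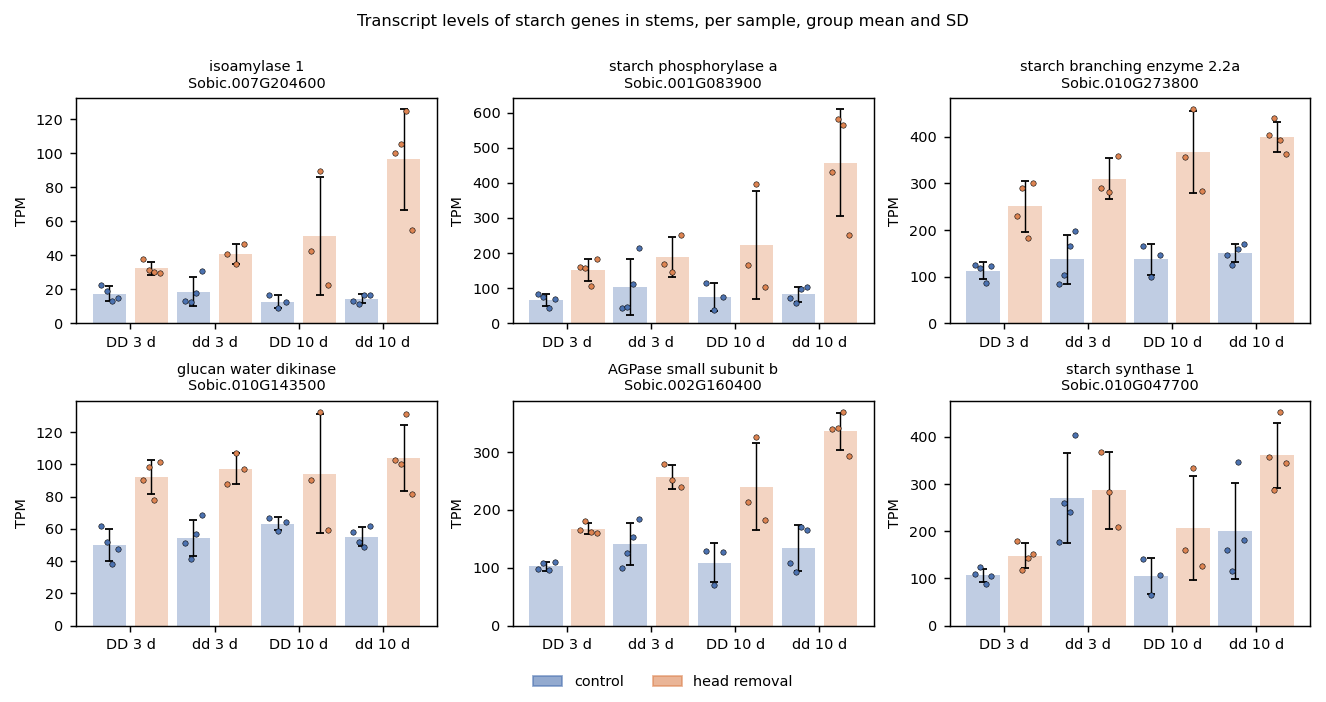
Transcript levels in TPM of 6 starch genes in stems by genotype and day, for controls and after head removal. Bars are group means, error bars standard deviations and points single samples; decapitated *dd* stems at 10 d have the highest mean in each panel.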

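Read by group, the starch list's median change relative to all genes was 0.26 log2 units in *DD* at 3 d, 0.34 in *DD* at 10 d, 0.40 in *dd* at 3 d and 0.52 in *dd* at 10 d, with 2, 3, 4 and 15 members past the test upward. Over all stem genes 129, 601, 790 and 1124 passed upward in these groups. A difference of the list between groups was not tested. The genotypes differed without regard to treatment: beside the synthase, small subunit b stood 0.47 higher in *dd* (adjusted p = 0.00307), a call lost without *DD* stems 3 d after head removal (0.0513). From these transcripts the paper proposes that starch metabolism is promoted by head removal and is more active in *dd*, where more sugar was found.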

**Table 1:** Effects of treatment, genotype and day on transcript levels of starch and PCD-related genes in the stem.

Gene ID	Gene Name	TPM	Treatment		Genotype		Day	
			Effect size*	*p* value	Effect size*	*p* value	Effect size*	*p* value
Starch metabolism-related genes								
Sobic.007G204600	*Isoamylase 1*	35.58 ± 5.76	1.67	4.77E-15	0.25	0.0752	0.21	0.1649
Sobic.001G083900	*Starch phosphorylase a*	169.06 ± 27.37	1.48	5.72E-10	0.35	0.0256	0.28	0.0841
Sobic.003G358600	*Starch phosphorylase b*	206.50 ± 14.74	0.57	5.03E-04	0.23	0.0689	0.18	0.1883
Sobic.007G101500	*AGPase small subunit a*	90.51 ± 6.17	0.72	1.38E-09	0.39	6.17E-04	0.12	0.2740
Sobic.002G160400	*AGPase small subunit b*	184.20 ± 15.94	1.02	1.27E-15	0.45	2.61E-04	0.25	0.0325
Sobic.001G100000	*AGPase large subunit*	21.71 ± 2.11	1.13	3.24E-14	0.39	3.37E-03	0.04	0.7567
Sobic.002G233600	*Isoamylase 3*	64.28 ± 3.20	0.57	1.03E-09	0.35	1.63E-04	-0.07	0.4566
Sobic.010G143500	*Alpha-glucan dikinase*	75.35 ± 4.78	0.86	8.21E-18	0.08	0.4318	0.18	0.0650
Sobic.010G273800	*starch branching enzyme 2.2a*	229.30 ± 21.55	1.31	4.77E-27	0.21	0.0524	0.35	2.09E-03
Sobic.010G047700	*Starch synthase 1*	211.99 ± 20.17	0.53	1.50E-03	0.98	6.85E-08	0.10	0.4925
Sobic.003G084000	*SbpGlct*	206.88 ± 6.69	0.33	3.74E-06	0.20	8.32E-03	-0.08	0.3527
Sobic.007G065500	*SbpGPT1*	161.96 ± 6.63	-0.31	7.41E-06	-0.27	2.22E-04	0.14	0.0525
Programmed cell death-related genes								
Sobic.006G147400	*SbNAC074A*	11.72 ± 2.49	-0.73	0.0163	-2.94E-03	0.9838	-2.90	3.51E-12
Sobic.008G020700	*SbMIF*	211.25 ± 18.71	-1.03	1.70E-08	-0.04	0.74189	-0.02	0.9239
Sobic.007G172100	*SbXCP1*	13.30 ± 4.60	-0.09	0.6589	-6.88	1.48E-21	-0.11	0.4900
Sobic.003G087200	*BFN1 homolog*	147.46 ± 14.07	-0.59	4.03E-03	0.13	0.3118	-0.17	0.2566
Sobic.004G187200	*Type II metacaspase*	2.07 ± 0.41	-0.63	0.0364	-0.07	0.5466	0.14	0.4011
Sobic.004G010000	*SCPL48 homolog*	2.97 ± 0.59	-0.61	0.0363	-0.34	0.0311	-0.27	0.1505

*Estimated effect size under a linear model in DESeq2 is equivalent to the log_2_FC in a pairwise comparison.

Color gradient (red-white-blue) applied to a range of effect size values (maximum-minimum). The background color indicates where each cell value falls within that range.

TPM, transcript per million. The TPM value is mean ± SE (n = 29).

Transcript levels of each gene under different conditions in stems are shown in **Table S4**.

Another piece of evidence to support starch metabolism being changed by head removal are the levels of plastidic sugar transporters. 

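The plastid exports glucose from starch breakdown through pGlcT. Its transcript (*Sobic.003G084000*) rose by 0.30 ± 0.06 log2 units in stems after head removal (adjusted p = 9.64e-05). At 3 d the change was 0.44 ± 0.07 (4.44e-05), from 174 ± 18.9 to 227 ± 10.3 TPM in *DD* (n = 4 and 4) and from 204 ± 15.0 to 287 ± 33.3 TPM in *dd* (n = 4 and 3); both comparisons give p = 0.0286 by exact permutation test, two-sided, the smallest that 4 against 4 or 4 against 3 samples allow. At 10 d it stood at 0.16 ± 0.07 (0.0753). The difference between days was not itself shown (-0.28, 0.167).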

A plastidic glucose translocator (pGlcT) gene (*Sobic.003G084000*) was induced at 3 DPHR at *DD* and *dd* NILs, indicating that more products degraded from starch were exported out of plastids (**Figure S5A**; **Table 1**). Glucose-6-phosphate/phosphate translocators (GPTs) play roles in sugar sensing (Hanson and Smeekens, 2009). Plants with impaired starch biosynthesis had higher expression of *AtGPT2* (Kunz et al., 2010). In decapitated sorghum, the *SbGPT1* (*Sobic.007G065500*) transcript level was lower in stems, implying that starch metabolism activities are higher (**Figure S5B**; **Table 1**).

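This translocator, which carries glucose 6-phosphate into plastids of non-green cells, fell in both genotypes. By treatment the change was -0.39 ± 0.07 log2 units (adjusted p = 2.29e-05), -0.40 in *DD* (0.00152) and -0.43 in *dd* (0.000334). In *DD* at 10 d it went from 224 ± 20.4 to 148 ± 22.5 TPM (n = 3 and 3), and in *dd* at 3 d from 164 ± 26.1 to 108 ± 2.87 TPM (n = 4 and 3). It also stood lower in *dd* than in *DD* (-0.38, 0.000236).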

### Head removal delays the expression of genes associated with PCD in stems

It has been reported that the *D* locus gene *SbNAC074A*, negatively associated with sugar accumulation in sorghum stems, positively regulates programmed cell death (PCD) to form aerenchyma (Casto et al., 2018; Fujimoto et al., 2018; Xia et al., 2018). We therefore investigated whether the further sugar accumulation by head removal was attributed to *SbNAC074A* and its associated genes such as the miniature zinc finger (*SbMIF*) gene (Xia et al., 2018). The transcript level of *SbNAC074A* was suppressed by head removal in *DD* NILs at 3 and 10 DPHR (**Table 1**). 

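*SbNAC074A* is a scarce transcript whose level falls mainly with time. From 3 to 10 d it fell by 2.55 ± 0.35 log2 units in stems (*Sobic.006G147400*, adjusted p = 1.93e-06). In *DD* it was measured at 21.6 ± 8.37 TPM in controls and 12.5 ± 10.5 TPM after head removal at 3 d (n = 4 and 4), and at 6.30 ± 4.61 and 0.911 ± 0.698 TPM at 10 d (n = 3 and 3). In *dd* the levels were 24.8 ± 20.2 and 22.8 ± 16.1 TPM at 3 d (n = 4 and 3), and 2.61 ± 2.12 and 0.894 ± 0.364 TPM at 10 d (n = 4 and 4). The replicates of a group spread widely, and the treatment effect did not pass: -0.94 ± 0.34 overall (0.0244), -1.49 ± 0.49 in *DD* (0.0235), -1.28 at 10 d (0.0393) and -0.41 in *dd* (0.516), with no interaction of treatment and genotype shown (1.08, 0.765). By exact permutation test, two-sided, *DD* gives p = 0.257 at 3 d and 0.1 at 10 d, the smallest value that 3 against 3 samples allow. Leaving out replicate 3 of *dd* stems 3 d after head removal brings the overall effect past the test (-1.10, 0.00759).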

Although the SbNAC074A protein produced in *dd* NILs is truncated and nonfunctional (Xia et al., 2018), the transcript level of *SbNAC074A* was still down-regulated by head removal at 10 DPHR, indicating that a shared upstream signal triggered by head removal boosts the juice volume by suppressing *SbNAC074A*, probably involving sugar signaling and/or auxin signaling as aforementioned. 

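A miniature zinc finger gene, *SbMIF* (*Sobic.008G020700*), is expressed far above *SbNAC074A* and responds more plainly: it fell by 1.20 ± 0.19 log2 units in stems after head removal (adjusted p = 7.19e-06). The drop was 1.08 in *DD* (0.00237) and 1.29 in *dd* (0.000196), and -1.53 at 10 d (4.54e-05), with -0.84 at 3 d (0.0101). At 10 d it went from 338 ± 21.2 to 99.2 ± 40.1 TPM in *dd* (n = 4 and 4) and from 263 ± 62.8 to 119 ± 49.8 TPM in *DD* (n = 3 and 3). At 3 d the means were 314 ± 62.6 and 166 ± 64.5 TPM in *DD*, and 224 ± 77.4 and 138 ± 59.8 TPM in *dd*.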

The expression of *SbMIF*, encoding a truncated zinc finger-homeodomain transcriptional factor (ZF‐HD) and a suspected target of SbNAC074A (Xia et al., 2018), was highly reduced at 3 and 10 DPHR in *DD* and *dd* NILs after head removal (**Table 1**; **Table S4**). This indicates that although *MIF* and *Dry* share a similar expression pattern, this regulation may occur through parallel or redundant pathways regardless of the presence or absence of functional SbNAC074A.

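Sample by sample, the 2 transcripts rose and fell together only loosely. At 3 d Pearson's r across stem samples was 0.495 (permutation p = 0.0585, adjusted 0.0585, n = 15) and Spearman's rho 0.482 (permutation p = 0.0715, adjusted 0.143); at 10 d r was 0.527 (permutation p = 0.0522, n = 14) and rho 0.358 (permutation p = 0.209). These are 2 relations, each with 100000 resamples, two-sided. Without the 2 samples farthest from the median of *SbNAC074A*, r was 0.383 at 3 d and 0.392 at 10 d (permutation p = 0.194 and 0.206). With each group's mean taken out first, r was 0.55 at 3 d (permutation p = 0.0347) and 0.064 at 10 d (permutation p = 0.827).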

Fujimoto et al. (2018) found that SbNAC074A induces cell death by activating the expression of the downstream PCD-executing enzymes. Therefore, we checked whether genes encoding PCD-executing enzymes were suppressed by head removal as well in stems. The transcript of *SbXCP1*, encoding a cysteine protease, was downregulated by head removal in *DD* NILs but was barely detected in *dd* NILs (**Table 1**; **Table S4**). This finding is consistent with *SbXCP1* expression being dependent on a functional SbNAC074A (Casto et al., 2018). In addition, a BFN1 homolog *Sobic.003G087200*, a type II metacaspase homolog *Sobic.004G187200*, and an SCPL48 homolog *Sobic.004G010000* were suppressed by head removal in both *DD* and *dd* NILs (**Table 1**; **Table S4**). These data suggest that head removal delays the PCD in stem pith in a SbNAC074A-dependent and -independent manner, resulting in a prolonged duration of stem development, and in turn an increase in juice volume and sugar yield. This finding also explains why the net increase of sucrose is higher in *DD* NILs, which may be attributable to a *D* locus-dependent PCD pathway (**Figure 1D**).

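*SbXCP1*, a papain-type protease of xylem vessel cells as they die, is all but absent from *dd* stems: no *dd* group mean passes 0.18 TPM, against 51.9 ± 24.4 TPM in intact *DD* at 3 d (n = 4). Its change by genotype was -3.31 ± 0.51 log2 units (adjusted p = 6e-05). In *DD* it was measured at 33.6 ± 37.6 TPM after head removal at 3 d, and at 12.0 ± 15.6 TPM in controls and 1.92 ± 3.14 TPM after head removal at 10 d (n = 3 and 3). These spreads are as large as the means, and the treatment effect did not pass: -0.85 ± 0.51 overall (0.164), -1.83 ± 0.61 in *DD* (0.0254) and -0.06 in *dd* (0.949), with no interaction shown (1.77, 0.719). In leaves the same gene rose after head removal (*Sobic.007G172100*, 2.53 ± 0.46, 0.000851).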

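Of these 3 genes the nuclease gene moved clearly, and at 10 d. BFN1 degrades DNA and RNA in dying cells; its homolog fell by 0.83 ± 0.23 log2 units overall (adjusted p = 0.00353) and by 1.48 at 10 d (0.000287), with -0.16 at 3 d (0.68); the difference between days was not shown (-1.31, 0.125). At 10 d it went from 202 ± 31.9 to 64.8 ± 13.4 TPM in *dd* (n = 4 and 4) and from 195 ± 98.5 to 73.2 ± 20.4 TPM in *DD* (n = 3 and 3). The metacaspase homolog stood at -0.76 ± 0.31 (0.0436) and the SCPL48 homolog, a serine carboxypeptidase of xylem, at -0.76 ± 0.30 (0.033), neither past the test. Without replicates 3 and 4 of intact *dd* stems at 10 d the metacaspase does pass (-0.97, 0.00852).

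**Figure D3:**
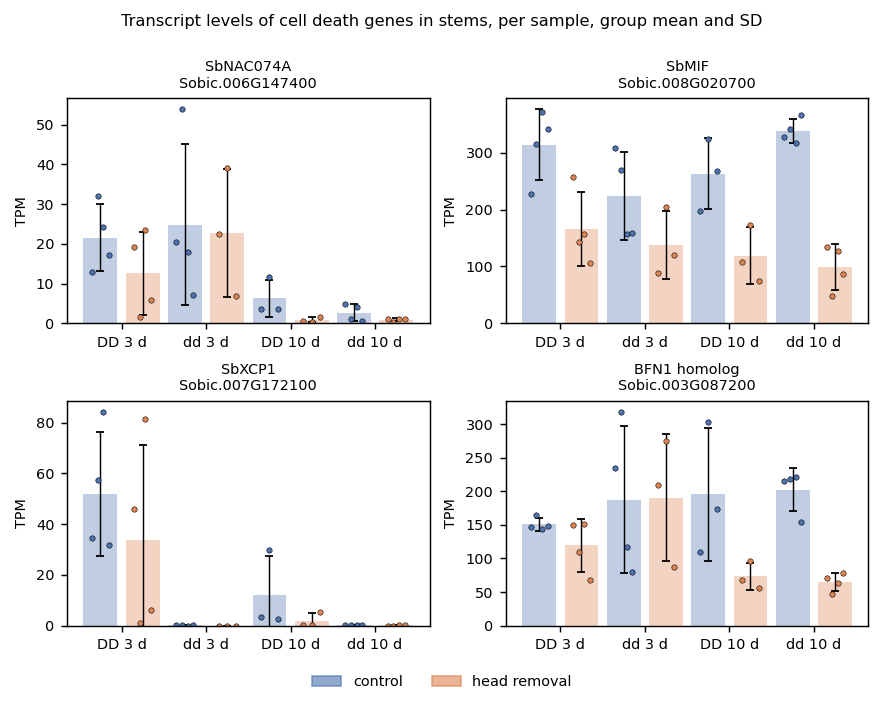
Transcript levels in TPM of *SbNAC074A*, *SbMIF*, *SbXCP1* and the BFN1 homolog in stems by genotype and day, for controls and after head removal. Bars are group means, error bars standard deviations (drawn down to 0 at most) and points single samples; *SbMIF* is lower after head removal in each group, and *SbXCP1* is near 0 in *dd*.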

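The wider group of cell death genes leaned downward without moving as one. Of 15 in the programmed cell death list, 3 fell and 1 rose after head removal in stems (3 and 1 adjusted over the list alone), median -0.51 log2 units; the study chose several of them, so this is not independent evidence. Against the trend the metacaspase *Sobic.003G325500* rose by 0.15 ± 0.04 (adjusted p = 0.00109). By genotype 3 fell and none rose (3 and 0 adjusted over the list alone). Of all 16942 stem genes 3973 fell by treatment and 2144 by genotype, so the count by treatment is not above the share over all genes. In leaves 2 rose and 2 fell of 13 (2 and 2 adjusted over the list alone). Camera did not call the list in stems (0.415), while fry puts it downward at 0.000562. From the decline of *SbNAC074A*, *SbXCP1* and the other enzymes the paper proposes that head removal delays cell death in the pith by routes with and without SbNAC074A, which would prolong stem development and raise juice volume and sugar yield.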

### Sugar transporters contribute to sugar accumulation in the stems

Increased sucrose accumulation in stems upon head removal must result from at least one of these changes: increased photosynthetic rate, enhanced phloem loading in source leaves, elevated phloem unloading, or strengthened storage in stem vacuoles. However, it cannot be simply explained by the removal of competitive reproductive tissue because the relationship between stem sucrose content and grain yield is not a simple physiological trade-off (Gutjahr et al., 2013). 

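Some clock genes and 2 sucrose phosphate synthases fell in leaves. Of 10 circadian clock genes 4 fell after head removal and none rose (5 and 0 adjusted over the list alone), with *LHY* (*Sobic.007G047400*, -0.61 ± 0.08 log2 units, adjusted p = 9.2e-05, mean 561 TPM) and *PRR7* (*Sobic.001G411400*, -0.44, 0.00608). Sucrose phosphate synthase, which controls sucrose formation, fell in 2 cases, *Sobic.005G089600* (-0.92 ± 0.14, 0.000359) and *Sobic.003G403300* (-0.54, 0.000539); no member of the sucrose list rose (0 up, 2 down of 24, the same adjusted over the list alone, not independent evidence; 0.672 by camera). Camera calls the clock list at 0.0107, with an adjusted p = 0.305 with an estimated correlation; the hour at which each group was harvested is not stated in the paper.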

The transcriptome profile uncovered that the photosynthesis pathway was suppressed in leaves upon head removal (**Figure S2A**). SbSWEET13A and SbSUT1 have been indicated to play a critical role in phloem loading in sorghum (Milne et al., 2013; Mizuno et al., 2016; Milne et al., 2017b; Chen et al., 2022). *SbSWEET13A* is most highly expressed within clade III SWEET members in sorghum stems and leaves (Mizuno et al., 2016). Maize homologs ZmSWEET13a, b and c active in bundle sheath and phloem parenchyma cells (Bezrutczyk et al., 2018; Bezrutczyk et al., 2021) and ZmSUT1 active in sieve element-companion cell complex (SE-CC) likely function in phloem loading (Baker et al., 2016; Babst et al., 2022). Thus, we first investigated the transcript levels of *SbSWEET13A* and *SbSUT1* in leaves upon head removal. *SbSWEET13A* decreased slightly in leaves upon treatment at 3 DPHR in both *DD* and *dd* NILs (**Figure 4A**). 

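For *SbSWEET13A*, a sucrose exporter of the plasma membrane, and *SbSUT1*, which loads sucrose into the phloem together with protons, no change by treatment passed in leaves. *SbSWEET13A* (*Sobic.008G094000*) is one of the abundant leaf transcripts, at a mean of 1413 TPM. At 3 d it was measured at 1732 ± 133 TPM in controls and 1306 ± 96.9 TPM after head removal in *DD*, and at 1716 ± 144 and 1351 ± 256 TPM in *dd* (n = 3 in each), or -0.38 ± 0.13 log2 units over both genotypes (limma adjusted p = 0.0552). By exact permutation test, two-sided, the *DD* comparison gives p = 0.1, the smallest that 3 against 3 samples allow, and the *dd* comparison p = 0.2. At 10 d the change was -0.03 (0.904). *SbSUT1* (*Sobic.001G488700*) stood at -0.17 ± 0.07 by treatment (0.0585), with 554 TPM in controls and 517 TPM after head removal in *DD* at 3 d.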

No significant changes in *SbSUT1* transcript levels were detected upon treatment (**Figure 4B**). These data suggest that phloem loading in decapitated plants is comparable or even weakened compared to that in control plants. Therefore, it is unlikely that the increased sucrose levels in stems caused by head removal are due to increased sugar production in source leaves or increased phloem loading. These are consistent with an overall reduction in sink demand due to the removal of the active sink tissue, which in turn leads to feedback downregulation of photosynthesis (Paul and Driscoll, 1997; Paul and Pellny, 2003). Consequently, the total sugar content of leaves is unaltered (**Figure S1C**) despite the reduction in photosynthesis (**Figure S2A**).

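No member of the SWEET list passed in leaves: of 12 measured, 0 rose and 0 fell after head removal by limma (the same adjusted over the list alone; 2 up and 3 down at an unadjusted p under 0.05, 1 up and 0 down by the adjusted p of the authors' deposited table), and camera gives 0.903; the study follows this family, so the list is not independent evidence. Phloem genes gave 1 up and none down of 12 (1 and 1 adjusted over the list alone; 0.562), and monosaccharide transporters, not independent evidence either, 0 up and 0 down of 7 (0.515; 1 and 4 at an unadjusted p under 0.05, 1 and 1 by the adjusted p of the authors' deposited table). From the level of the loading transporters the paper proposes that phloem loading in decapitated plants is comparable to, or weaker than, that in intact plants.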

**Figure 4:**
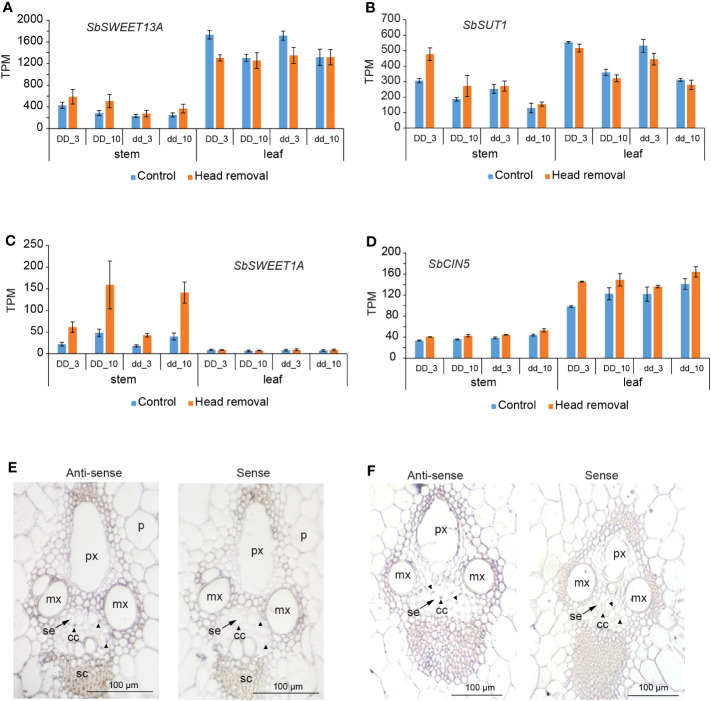
Transcript profiles of sugar transporter genes upon head removal. **(A, B)** Transcript levels of *SbSWEET13A* **(A)** and SbSUT1 **(B)** upon head removal in stem and leaf. **(C)** *SbSWEET1A* was induced by head removal in stems. **(D)** *SbCIN5* encoding a cytosolic invertase was slightly induced by head removal in stem and leaf in all tested conditions. Values are means ± SE (n = 3 or 4). Effect sizes and *p* values are shown in **Table S5**. **(E, F)** Spatial expression analysis of *SbSWEET1A* **(E)** and *SbCIN5* **(F)** by RNA *in situ* hybridization in the 4^th^ internode at 10 DPHR in *dd* NILs. Sections hybridized with the sense probes serves as background control. p, pith parenchyma; mx, metaxylem; px, protoxylem; se, sieve elements (arrows); cc, companion cells (arrowheads); sc, sclerenchyma cells.

SWEETs have been reported to function in sugar flux in sink tissues as well (Chen et al., 2015). 

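Among the sugar transporters of the stem, *SbSWEET1A* (*Sobic.003G377700*), of the clade that moves glucose, rose by 1.51 ± 0.20 log2 units after head removal (adjusted p = 6.01e-07). Its rise was 1.34 at 3 d (0.00137) and 1.66 at 10 d (0.000148), and 1.47 in *DD* (0.000928) and 1.53 in *dd* (0.000244). Levels at 10 d went from 39.7 ± 16.1 to 141 ± 49.0 TPM in *dd* (n = 4 and 4) and from 48.3 ± 14.9 to 159 ± 95.7 TPM in *DD* (n = 3 and 3). At 3 d they went from 18.0 ± 4.95 to 42.6 ± 7.14 TPM in *dd* (n = 4 and 3) and from 21.9 ± 8.37 to 61.5 ± 24.3 TPM in *DD* (n = 4 and 4). The gene also rose with age, by 1.26 from 3 to 10 d (1.53e-05), and did not pass in leaves (0.16, 0.514), where the change differs from that in stems by 1.36.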

We investigated the transcript levels of all 23 *SbSWEET* genes in stems upon treatment and found that *SbSWEET1A* was induced by head removal at 3 and 10 DPHR in both *DD* and *dd* NILs (**Figure 4C**). Correspondingly, the transcript level of *SbCIN5* (*Sobic.004G163800*), which encodes a cytoplasmic invertase, also slightly increased after head removal (**Figure 4D**). 

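The invertase transcript rose by a small step, 0.24 ± 0.04 log2 units (adjusted p = 3.18e-05), with 0.29 in *dd* (0.000383) and 0.17 in *DD* (0.0369). In *dd* at 10 d it went from 42.9 ± 4.33 to 53.1 ± 6.14 TPM (n = 4 and 4). An invertase of the sucrose list, *Sobic.005G058800*, fell by 0.79 after head removal.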

RNA *in situ* data showed that transcript of *SbSWEET1A* and *SbCIN5* were detected in companion cells, sclerenchyma cells, as well as pith parenchyma cells (**Figures 4E, F**). These data imply that glucose flow from vascular cells to the storage pith cells is elevated (**Figure 4E**). Upregulation of *SbSWEET1A* and *SbCIN5* may help move more hexose from the phloem to the apoplasmic space, increasing hydrostatic pressure differences in the phloem when a strong sink is removed, which is beneficial for the bulk flow from source leaves to sugar-accumulating stems. This aligns with the finding that none of the clade III members are upregulated by head removal except for *SbSWEET13A*, which is slightly induced (**Figure 4A**). 

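The SWEET family did not move as one. Of 14 measured in stems 2 rose and 2 fell after head removal (2 and 2 adjusted over the list alone), median -0.27 log2 units where camera points up (0.82); the family is the study's own choice, so this is not independent evidence. Apart from *SbSWEET1A*, *Sobic.003G213000* rose by 0.62 (adjusted p = 0.00397; 0.0124 without replicates 3 and 4 of intact *dd* stems at 10 d), and *Sobic.005G123500*, of the same subfamily as *SbSWEET13A*, fell by 1.00 ± 0.23 (0.000637). *SbSWEET13A* itself stood at 0.46 ± 0.18 (0.0378), and its relatives *Sobic.008G094300* and *Sobic.008G094400* at 0.72 ± 0.29 (0.0368) and -0.19 ± 0.41 (0.722). The first of these passes without replicate 2 of *DD* stems 10 d after head removal (0.85, 0.00945). Monosaccharide transporters gave 1 up and 1 down of 7 (1 and 1 adjusted over the list alone, not independent evidence; median -0.04, camera up at 0.903), and phloem genes 2 up and 4 down of 12 (2 and 4; 0.704 by camera, downward at 0.00101 by fry). By genotype a monosaccharide-sensing protein of the tonoplast stood higher in *dd* (*Sobic.004G099300*, 0.79 ± 0.13, 8.33e-05).
The plot of transporter levels shows all 8 groups for each gene.

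**Figure D4:**
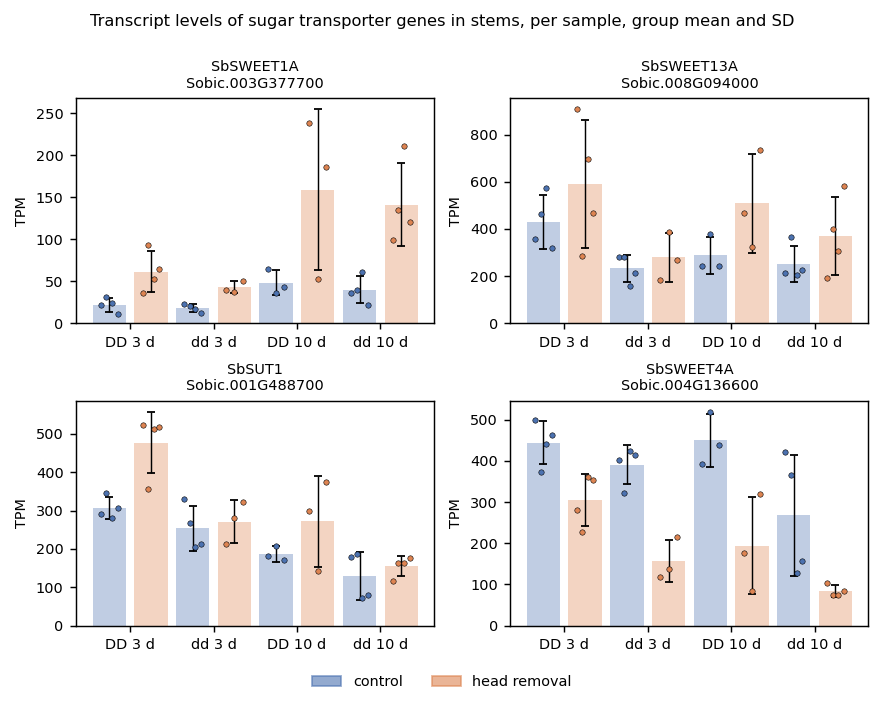
Transcript levels in TPM of *SbSWEET1A*, *SbSWEET13A*, *SbSUT1* and *SbSWEET4A* in stems by genotype and day, for controls and after head removal. Bars are group means, error bars standard deviations and points single samples; *SbSWEET1A* is higher and *SbSWEET4A* lower after head removal in each group.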

We found *SbSWEET1A* is also expressed in pith parenchyma cells (**Figure 4E**), implying that SbSWEET1A may take up glucose from the apoplasmic space too.

Sucrose in apoplasm is taken up by storage cells through SUTs (Milne et al., 2013; Milne et al., 2017a) and then pumped into vacuoles by TSTs (Bihmidine et al., 2016). The sugar in the vacuole may be exported to the cytosol by tonoplast-localized SUTs (Endler et al., 2006; Eom et al., 2011) or by clade IV SWEET members (Klemens et al., 2013). Increased tonoplast-localized AtSWEET16 led to less sugar accumulation at the end of the night (Klemens et al., 2013). 

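*SbSWEET16* (*Sobic.001G377600*) belongs to the SWEET clade of the vacuole membrane. Its replicates spread widely in most of the groups listed: 37.5 ± 6.07 and 16.7 ± 10.0 TPM in intact and decapitated *DD* at 10 d (n = 3 and 3), 17.8 ± 16.5 and 28.9 ± 26.9 TPM in *DD* at 3 d (n = 4 and 4), and 19.9 ± 18.1 and 6.85 ± 4.17 TPM in *dd* at 10 d (n = 4 and 4). Over all groups the change by treatment was -0.76 ± 0.45 log2 units and did not pass (adjusted p = 0.159). The gene is not in the leaf TPM table used here, so no change in leaves is given.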

Interestingly, we found *SbSWEET16* transcript levels decreased in decapitated plants (**Figure S6A**), which may lower sugar export from the vacuole, facilitating sugar storage there and likely contributing to sugar accumulation in stems. Therefore, increased sucrose accumulation in stems likely results from elevated phloem unloading accompanied by enhanced vacuole storage. Our findings support the conclusion proposed by Babst et al. (2021), where sugar accumulation in sweet sorghum is driven by elevated phloem unloading and storage in mature stem internodes rather than by increased photoassimilate export in leaves (Babst et al., 2021).

## Discussion

### Source-sink perturbation is a valuable way to study the source-sink relationship

The manipulation of the source-sink relationship can be achieved in several ways, including reducing CO_2_ fixation in the source leaves by defoliation or leaf shading, or limiting competitive sink tissues by removal of the pod or the whole reproductive tissue. However, defoliation and leaf shading can result in sugar reduction in stems (McCormick et al., 2008), so we chose to use head removal that results in sugar increase in stems (**Figure 1**), which facilitates our understanding of the mechanism underlying sugar accumulation in sorghum stems. Although head removal triggered wounding responses, we sampled leaves and stems at 3 and 10 DPHR to minimize side effects caused by mechanical injury. In addition, we also made parallel comparisons at different days post anthesis in different genotypes without treatment. With these efforts, we did not see wounding-responsive genes significantly changed by head removal (**Figure 2C**; **Dataset S3**). In addition to decapitated sorghum, male sterile lines are another option to eliminate grain sinks. 

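Some jasmonate and wounding genes changed in both organs. Of 47 in stems 11 rose and 12 fell after head removal (13 and 12 adjusted over the list alone): a Bowman-Birk protease inhibitor rose (*Sobic.003G355800*, 1.43 ± 0.19 log2 units, adjusted p = 8.98e-07), and the wound-induced protein *Sobic.001G401900* fell by 2.38 ± 0.22 (2.86e-09). Of 57 in leaves 7 rose and 1 fell (11 and 2 adjusted over the list alone), median 0.48, including the wound-induced protein *Sobic.006G230800* (1.17 ± 0.21, 0.000716). By the adjusted p of the authors' deposited table 19 rose and 1 fell in leaves, and 14 rose and 11 fell in stems. Relative to all genes the leaf median was 0.92 in *DD* at 3 d, 0.19 in *DD* at 10 d, 0.54 in *dd* at 3 d and 0.41 in *dd* at 10 d.
Camera calls the leaf list at 1.59e-06, with an adjusted p = 0.305 with an estimated correlation, and not the stem list (0.704; median -0.06, mean 0.09). Without replicates 2 and 3 of *DD* leaves 3 d after head removal, which leaves replicate 4 alone in that group, the leaf list's median goes from 0.48 to 0.32.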

Recently, Jebril et al. found that sterile sweet sorghum hybrids produce more sugar in stems than fertile ones (Jebril et al., 2021). Therefore, male-sterile lines can serve as alternatives to investigate the source-sink relationship without wounding, as long as the sterile lines and the fertile control plants have the same genetic background.

### Delayed PCD contributes to increased sugar contents in stems

Panicles and stems are the major sink tissues importing the photoassimilates after anthesis in grain and sweet sorghum, respectively (Babst et al., 2021). There are no increased photoassimilates produced in source leaves (**Figure S1**), while the sucrose content in stems increases, likely as a result of removal of the competitive panicles. The stem pith and parenchyma cells may passively receive excess sucrose present in the transport phloem. Elucidating the underlying mechanism of stems attracting more photoassimilates under certain conditions will help us to identify more components involved in phloem unloading and thereby better understand the sugar allocation in sorghum. Certainly, it is impossible to exclude the other possibility that head removal alters other pathways to actively enhance phloem unloading and storage capacity in stems, such as auxin signaling-activated cell division and elongation to promote internode growth, resulting in a prolonged duration of stem development.

The generation of *dd* and *DD* NILs allowed us to discover both *D*-dependent and -independent pathways for increasing sugar content upon head removal. Our data supported that increased sugar accumulation caused by head removal resulted from both *D*-dependent and -independent pathways. In addition, SbXCP1-mediated PCD contributing to sugar accumulation is indicated downstream of a functional SbNAC074A (Casto et al., 2018). Most of the sweet sorghum cultivars harbor loss-of-function alleles of the *D* locus, and it is therefore proposed that a *D* locus mutation was a major target during sweet sorghum selection (Zhang et al., 2018). These *D*-independent pathways have greater potential to serve as strategies for sugar accumulation improvement in the sweet sorghum background in the future.

### Delayed transitioning to reproductive development contributes to sugar accumulation in stems

In this study, we found some *D*-independent regulators, including SbbHLH093. *SbbHLH093* was expressed at the highest level in the apical dome and its expression was gradually lowered towards the mature phytomer (Yu et al., 2022). These data indicate the *SbbHLH093* is likely to be expressed at a substantially high level in the SAM of sorghum plants. This expression pattern aligns with the function of its Arabidopsis homolog, AtbHLH093/NFL (NO FLOWERING IN SHORT DAY), which has been demonstrated to play a critical role in establishing the SAM during the transition from the vegetative to reproductive growth through gibberellin signaling (Sharma et al., 2016; Poirier et al., 2018). Soluble sugar in Della sorghum stems started to increase after floral induction (~ 49 days before anthesis) and reached to peak at 26 days post anthesis (McKinley et al., 2016). The fastest accumulation was from 6 days before anthesis to 10 days post anthesis in Della sorghum stems (McKinley et al., 2016). Given these observations and findings, we proposed that down-regulation of *SbbHLH093* in sorghum stems could lead to delayed transition from vegetative to reproductive phase, resulting in delayed anthesis in sorghum. Therefore, the sugar accumulation period before anthesis is extended, leading to more soluble sugar accumulation in stems.

Anthesis delaying caused by down-regulated *SbbHLH093* may be due to delayed establishment of SAM since *SbbHLH093* is expressed at the highest level in the apical dome (Yu et al., 2022). Of course, we cannot exclude the impact on intercalary meristems (Yu et al., 2022). As intercalary meristems are involved in stem elongation, any delay in their development could result in SAM establishment delay. Consequently, it could lead to late anthesis and higher sugar accumulation in the stems. The findings that *SbbHLH093* downregulation accompanies increased sugar upon head removal in both *dd* and *DD* (**Figure 3C**; **Table S3**), and the loss of *bHLH093* in *Arabidopsis* leads to sugar increase in addition to late flowering (**Figures 3D, E**) support the notion that enhanced sugar accumulation resulting from the disrupted bHLH093. It is known that the volume of stem storage cells available for sucrose storage is determined by the internode length and number, as well as the onset of aerenchyma formation that coincides with cessation of sucrose accumulation (Hilley et al., 2017; Casto et al., 2018). 

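Taken by genotype, the bHLH093 homolog fell after head removal by 2.42 ± 0.44 log2 units in *DD* (adjusted p = 0.000342) and stood at -1.15 ± 0.43 in *dd* (0.0346). The difference between genotypes was not shown (interaction 1.26 ± 0.62, 0.724). In *dd* the decapitated means were 11.1 ± 2.11 TPM at 3 d (n = 3) and 1.32 ± 1.24 TPM at 10 d (n = 4).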

Further investigation is needed to determine whether *SbbHLH093* down-regulation leads to increased internode length and/or number and delayed aerenchyma formation. Regardless of the aforementioned scenarios, a delay in flowering could lead to an extended period of sugar accumulation and/or enhanced storage capacity, which in turn could enable more sugar accumulation in sorghum stems before allocation to other sink tissues. Such a strategy could potentially be applied to other bioenergy crops for boosting sugar yield.

### Sugar transporters synergistically boost sugar contents

The sugar yield is boosted likely due to the reduced function of SbNAC074A and enhanced phloem unloading, as mentioned above. Sorghum employs apoplasmic sucrose phloem loading strategy, as supported by dye tracer methods (Bihmidine et al., 2015; Milne et al., 2015). However, contrasting results were observed for sucrose phloem unloading from the different sorghum species. For instance, applying the apoplasmic tracer, 8-hydroxypyrene-1,3,6-trisulfonic acid, at anthesis via the transpiration stream resulted in its confined accumulation within the innermost boundary of the sclerenchyma sheath cells of a maturing sorghum internode, indicative of radical apoplasmic discontinuity between vascular bundles and storage parenchyma cells, which aligns with symplasmic unloading (Milne et al., 2015). Conversely, introducing the membrane impermeable phloem mobile dye, carboxyfluorescein, into mature source leaves of intact sorghum at anthesis led to its restriction to the phloem of mature stem tissue in both grain and sweet sorghum cultivars (Bihmidine et al., 2015). This suggests a symplasmic discontinuity between sieve element/companion cell complexes and adjacent cells of mature internodes, consistent with an apoplasmic unloading (Milne et al., 2015). These divergent findings could result from differences, such as in analyzed cultivars, sampled internodes and developmental stages. Nonetheless, it is possible that a transition from an apoplasmic to symplamic phloem unloading pathway occurs as the internode matures. Nevertheless, the presence of apoplasmic phloem unloading for mature sorghum internode cannot be completely ruled out. This could occur between sieve element/companion cell complex and phloem parenchyma before sugars reach the lignified and suberized sclerenchyma sheath cells, which presumably hinder water and solute movement; this could potentially occur after sugars bypass the apoplasmic barrier via a symplasmic pathway. In addition, the formation suberized and lignified cell walls may not serve as an absolute barrier to completely prevent solute transport (Bihmidine et al., 2015; Milne et al., 2017a). In light of these complexities, sugar transporters are likely required to play a critical role in facilitating the apoplasmic transfer of sucrose or its hexose derivatives to stem storage parenchyma, aligning with the findings from various studies on the potential roles of sugar transporters in phloem unloading and sugar storage in sorghum (Milne et al., 2013; Bihmidine et al., 2016; Mizuno et al., 2016; Milne et al., 2017a).

Considering our sampling of internode 4, counted from the top after anthesis, which was considerably shorter than fully elongated internode, it likely consists of a substantial portion of enriched meristematic, elongating and recently elongated zones (Milne et al., 2015). These zones predominantly employ apoplasmic unloading, or a combination of symplasmic and apoplasmic transport, consistent with the detected transcripts of the sugar transporters (**Figure 4**; **Table S5**). Plasma membrane-localized sugar transporter SWEETs have been proposed to mediate sucrose efflux from the phloem to the apoplasmic space (Mizuno et al., 2016). 

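*SbSWEET4A* (*Sobic.004G136600*) is a high-level stem transcript that fell after head removal by 1.19 ± 0.18 log2 units (adjusted p = 5.85e-06), with -0.95 at 3 d (0.00476) and -1.44 at 10 d (9.87e-05). It went from 450 ± 64.3 to 194 ± 118 TPM in *DD* (n = 3 and 3) and from 268 ± 148 to 83.9 ± 14.0 TPM in *dd* at 10 d (n = 4 and 4). At 3 d the means were 444 ± 52.5 and 306 ± 63.5 TPM in *DD*, and 390 ± 47.0 and 156 ± 51.2 TPM in *dd*. *SbSWEET3A* (*Sobic.009G080900*) stood at -1.10 ± 0.48 by treatment (0.0558), at -0.47 for 3 d (0.615) and at -1.80 ± 0.68 for 10 d (0.0378). In *DD* it was measured at 22.7 and 22.3 TPM at 3 d, and at 121 ± 35.2 and 33.7 ± 24.8 TPM at 10 d (n = 3 and 3).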

In the current study, the transcript levels of S*bSWEET3A* at 3 DPHR in *DD*, and *SbSWEET4A* at 3 and 10 DPHR in *DD* and *dd* decreased after head removal (**Figures S6B, C**). Although it is unclear how and where SbSWEET3A and SbSWEET4A function, especially in response to head removal, the transcript changes are consistent with the findings that the expression of *SbSWEET3A* and *SbSWEET4A* are relatively lower in sweet sorghum internodes compared to that in grain sorghum (Li et al., 2019). These data suggest that the reduction of *SbSWEET3A* and *SbSWEET4A* is also associated with elevated sugar in stems.

*SbSWEET1A* and *SbCIN5* transcripts were detected in all vascular tissues, including phloem companion cells, and were upregulated by head removal (**Figures 4C–F**), indicating increased hexose efflux from the phloem to the vascular apoplasmic space. Given that *SbSWEET1A* was induced more than two times, and considering that two molars of hexoses can result from one molar of sucrose through invertase cleavage, a reduction in sugar concentration within the companion cells of the unloading site likely occurs, contributing to altered osmotic pressure (Milne et al., 2018). Thus, the upregulated *SbSWEET1A* potentially aids in lowering sugar concentration at the unloading site in order to maintain or enhance hydrostatic pressure differences between the loading and unloading sites within the phloem, which could subsequently impact mass flow rate and/or minimize any feedback effects on phloem loading. However, we currently lack substantial evidence supporting the phloem flow rate maintenance or a quantitative model illustrating the impact of hexose efflux on sucrose unloading, but this presents an intriguing mechanism that is worth further exploration. *SbSWEET1A* is also expressed in the pith parenchyma cells, indicating its potential involvement in hexose uptake from the apoplasm for storage or adjustment of cell turgor together with other plasma-membrane localized and tonoplast-localized sugar transporters, such as SUTs and TSTs (Bihmidine et al., 2016; Milne et al., 2017a). The genetic evidence regarding the specific phloem loading, unloading strategy employed and transporter-involved sugar storage in sorghum remains limited. Therefore, there is an urgent need for future investigations aimed at enhancing our understanding of sugar transport mechanisms in sorghum.

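In stems *SbSUT1* changed most with age: it fell by 0.89 log2 units from 3 to 10 d (adjusted p = 2.03e-05) and stood lower in *dd* (-0.61, 0.00252; 0.0257 without *DD* stems 3 d after head removal). By treatment it was at 0.39 ± 0.14 (0.0243), which passes with median-of-ratios scaling (0.00822) or without replicate 2 of *DD* stems 10 d after head removal (0.45, 0.00787). In *DD* at 3 d it was measured at 306 ± 28.5 TPM in controls and 478 ± 80.8 TPM after head removal (n = 4 and 4; exact permutation test, two-sided, p = 0.0286, the smallest possible). The other sucrose carriers fell with age as well, *Sobic.004G353600* by 0.81 (4.75e-08) and *Sobic.008G193300* by 0.33 (0.000308).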

Our data further support that SUTs, especially SbSUT1 (**Figure 4B**), play a critical role in accumulating sucrose from the apoplasmic space of recently elongated internodes (Milne et al., 2017a). *Sobic.003G131600*, which encodes a tonoplast-localized major facilitator superfamily protein, was higher in decapitated sorghum and *dd* NILs (**Figure 3C**). Although the activities of Sobic.003G131600 are unknown, we could not exclude the possibility that Sobic.003G131600 transports sugar or a Zn-ligand complex into vacuoles, which contributes to sugar accumulation in sorghum stem. Further studies are needed to address how sugar acts as a signaling molecule to regulate the expression of these sugar transporter genes at the transcriptional level.

## Conclusions

Overall, we found more regulators and sugar transporters that are involved in sugar allocation and storage using source-sink manipulation as a valuable study tool, providing new insights into how to improve sugar accumulation for biofuel production. Downregulation or knocking out *SbbHLH093* may further boost sugar content in sweet sorghum. Further study is needed on the extent to which sugar levels can be increased when *SbSWEET1A* is overexpressed in sorghum or other biofuel crops. In addition, this study implies additional strategies for improving sugar accumulation in stems by genetically limiting reproductive tissues, such as by impairing panicle development. Stacking these strategies may be considered for a further enhancement of sugar accumulation.

## Data availability statement

The RNA-sequencing data described in this study have been deposited in the National Center for Biotechnology Information GEO database, can be accessed with accession no. GSE206420.

## Author contributions

XX and L-QC planned and designed the experiments. XX, GB, JW and Y-CY conducted the experiments and XX, GB and L-QC analyzed the data. SM grew *DD* and *dd* NILs plants in the field. JC guided RNA-seq data analysis. XX, GB and L-QC wrote the manuscript. All authors reviewed the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Sugar accumulation enhancement in sorghum stem is associated with reduced reproductive sink strength and increased phloem unloading activity
**Source:** Front Plant Sci. 2023 Sep 11;14:1233813. doi: 10.3389/fpls.2023.1233813
**Supplement:** Supplementary file 4

Supplementary Material

**Sugar accumulation enhancement in sorghum stem is associated with reduced reproductive sink strength and increased phloem unloading activity**

Xueyi Xue, Gabriel Beuchat, Jiang Wang, Ya-Chi Yu, Stephen Moose, Jin Chen and Li-Qing Chen^†^

# Supplementary Figures and Tables

## Supplementary Figures

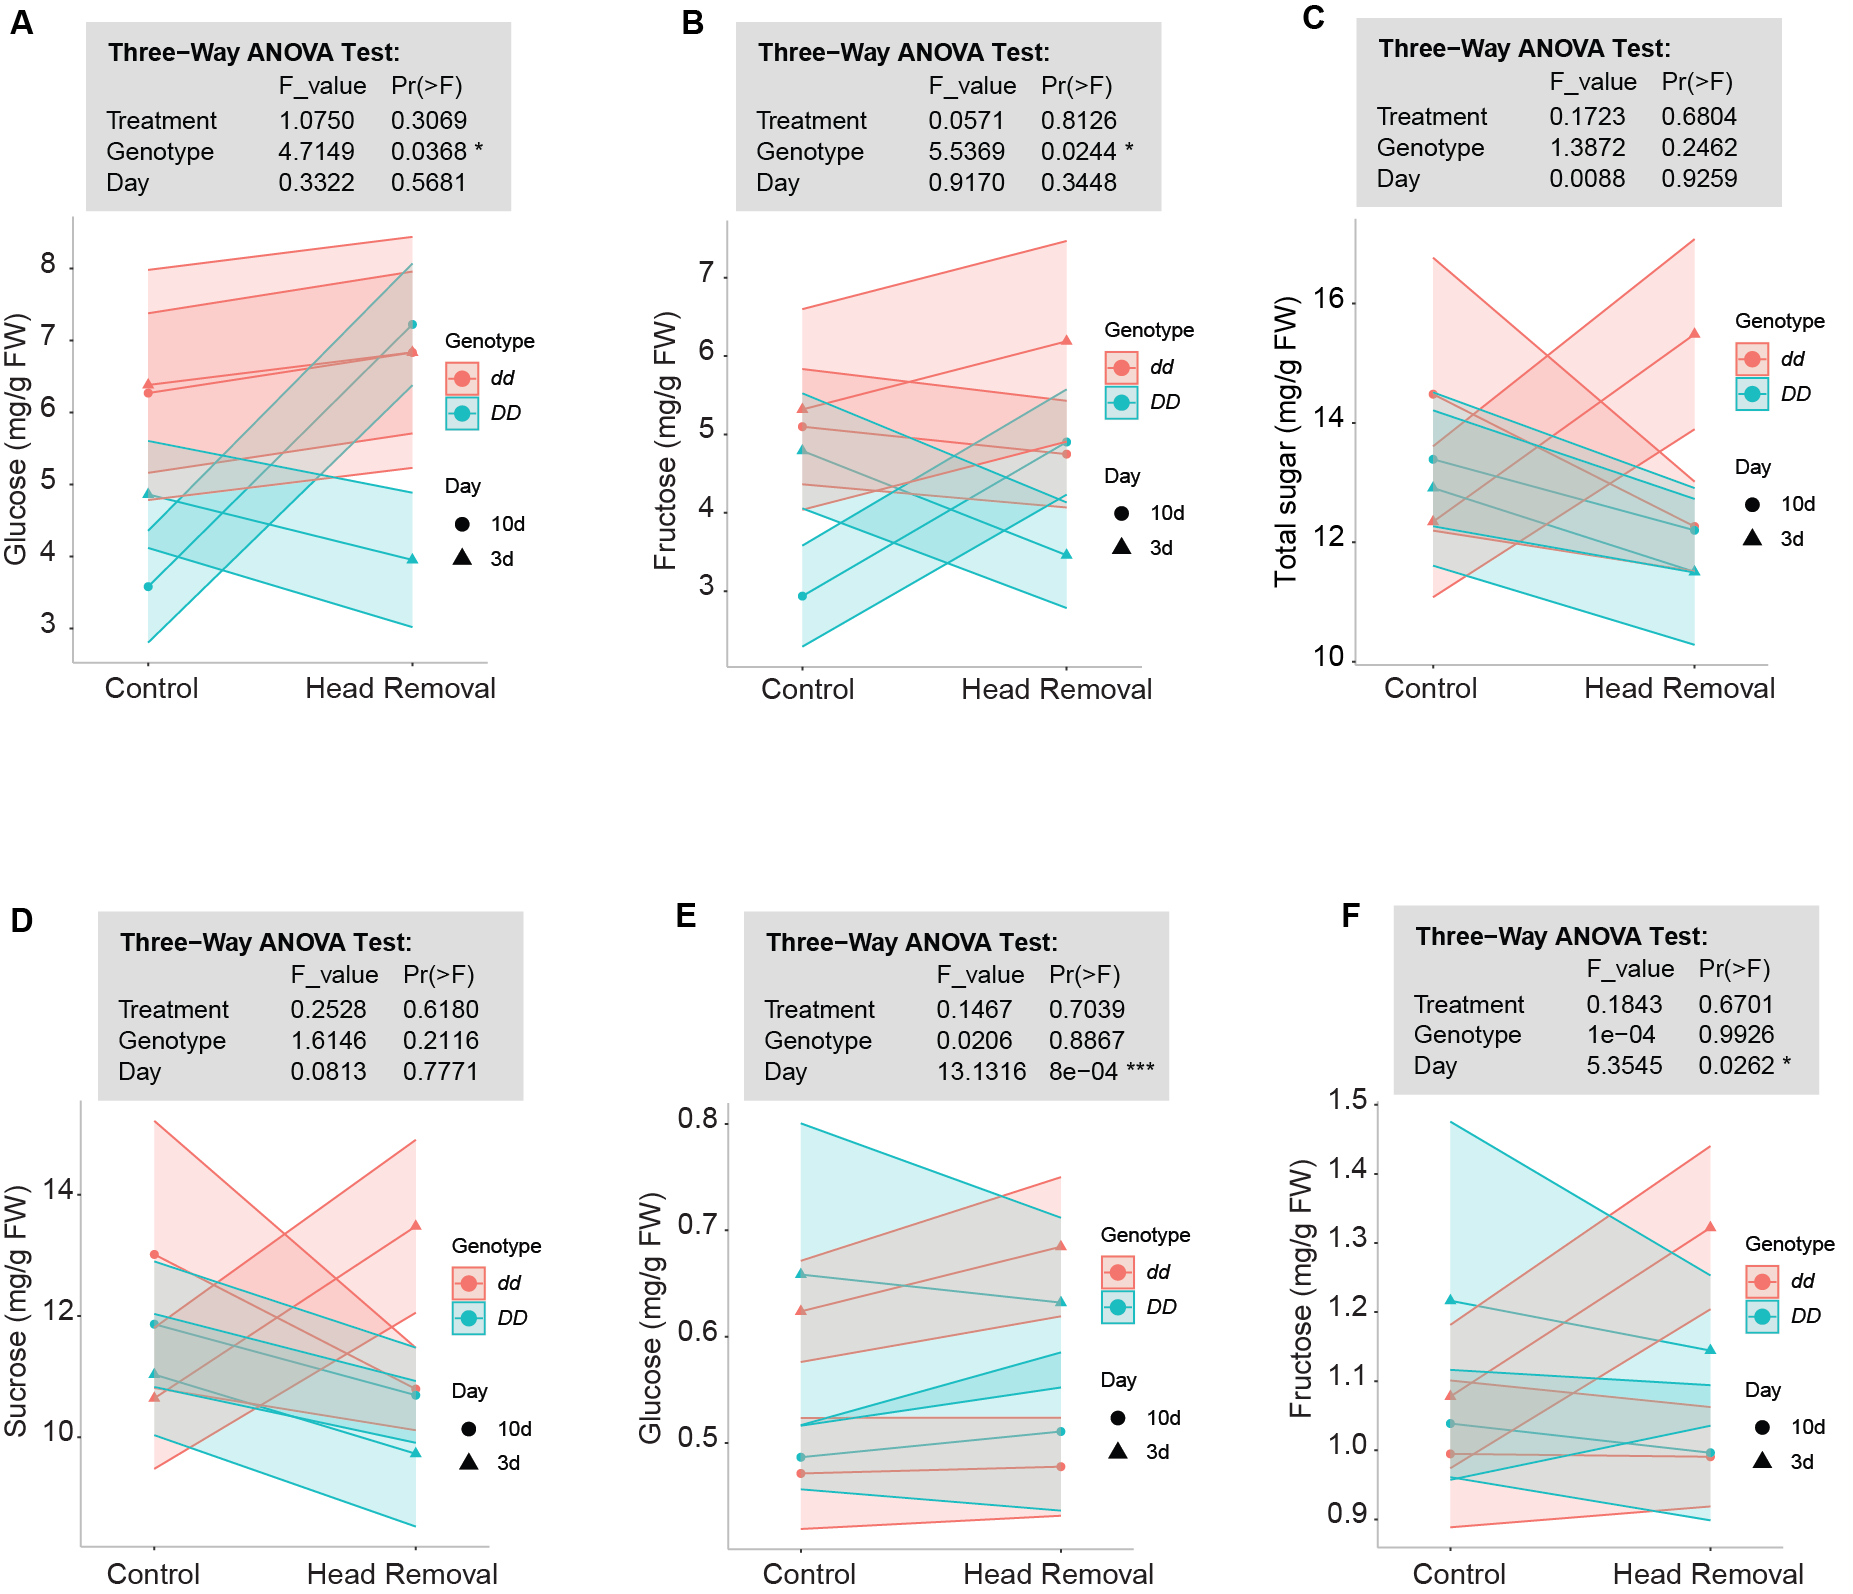

**Supplementary Figure 1. Sugar contents after head removal.** (A, B) Content of glucose (A) and fructose (B) in stems at 3 and 10 DPHR in *DD* and *dd*. There is no significant difference between either day or treatment in both *DD* and *dd* NILs. (C-F) Sugar contents in leaves after head removal. There is no difference in term of levels of total sugars (C) and sucrose (D) in leaves. While the levels of glucose (E) and fructose (F) decreased at 10 DPA in leaves. Values are means ± SE (n = 3 or 4).

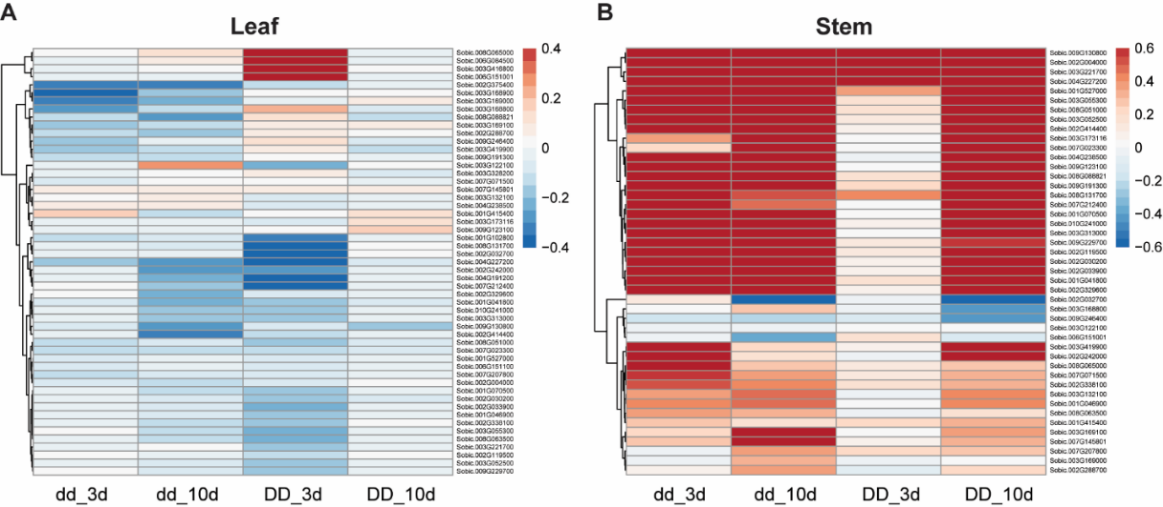

**Supplementary Figure 2. Expression profiles of photosynthesis genes upon head removal.** (A-B) Heatmap of photosynthesis genes in leaf (A) and stem (B) upon treatment. The relative changes of gene expression are presented as log_2_ fold change (log_2_FC) compared to the corresponding controls.

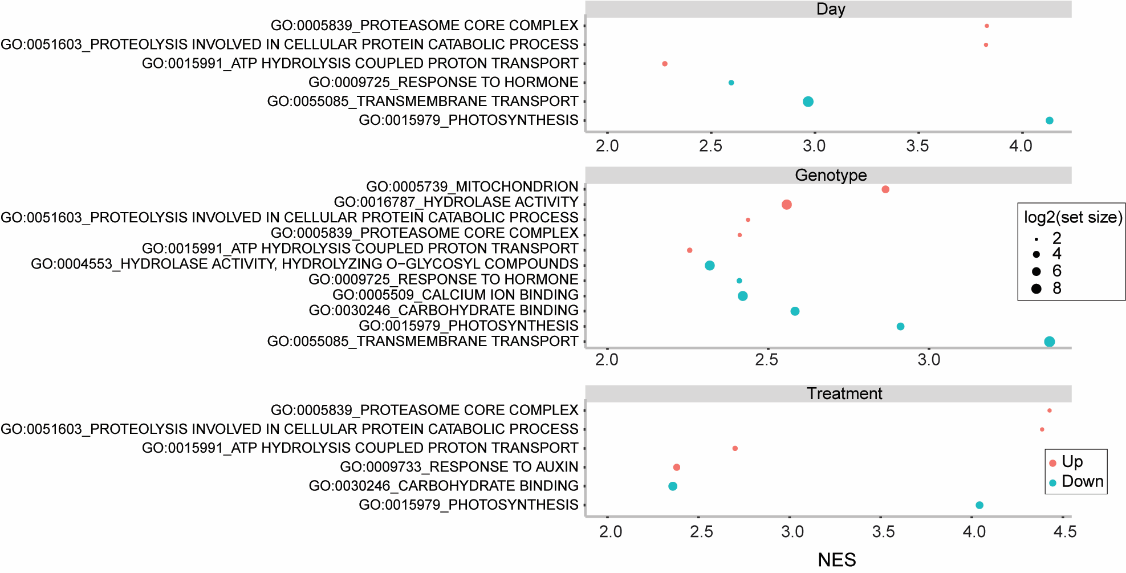

**Supplementary Figure 3.** **GSEA for leave gene expression in response to treatment period, genotype and head removal.** Only the representative ones were displayed. The negative NES were converted to absolute values shown as blue dots in order to show with positive NES (red dots) on the same side of the y-axis. See the whole GO terms in Dataset S3.

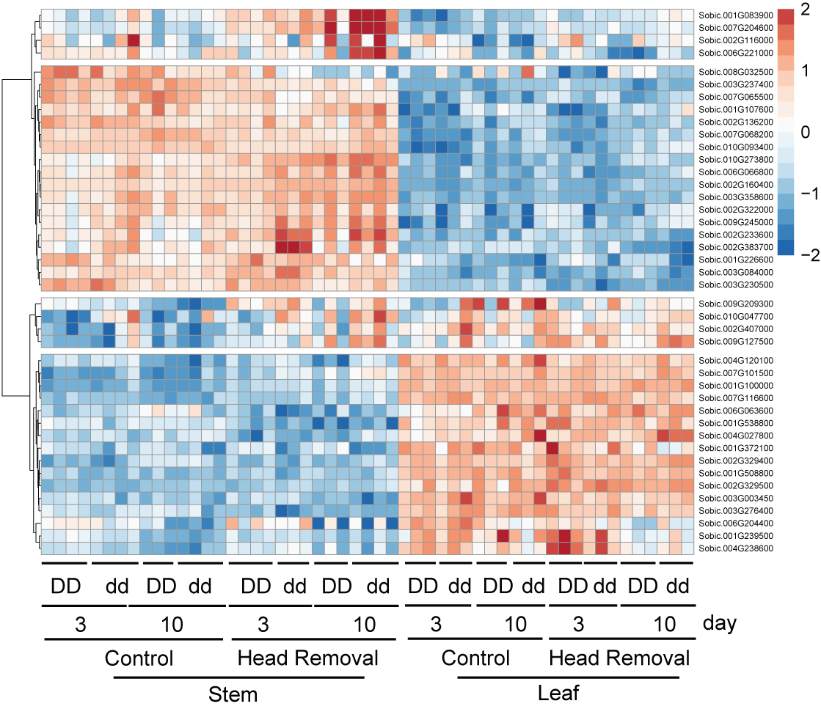

**Supplementary Figure 4. Starch metabolism-related genes were upregulated by head removal in stems.** (A) Heat map of starch metabolism-related genes in stem and leaf upon treatment. The scale bar represents color saturation gradient based on relative transcript expression with a z-score. Effect sizes and *p* values of key genes functioning in starch metabolism are shown in Table 1.

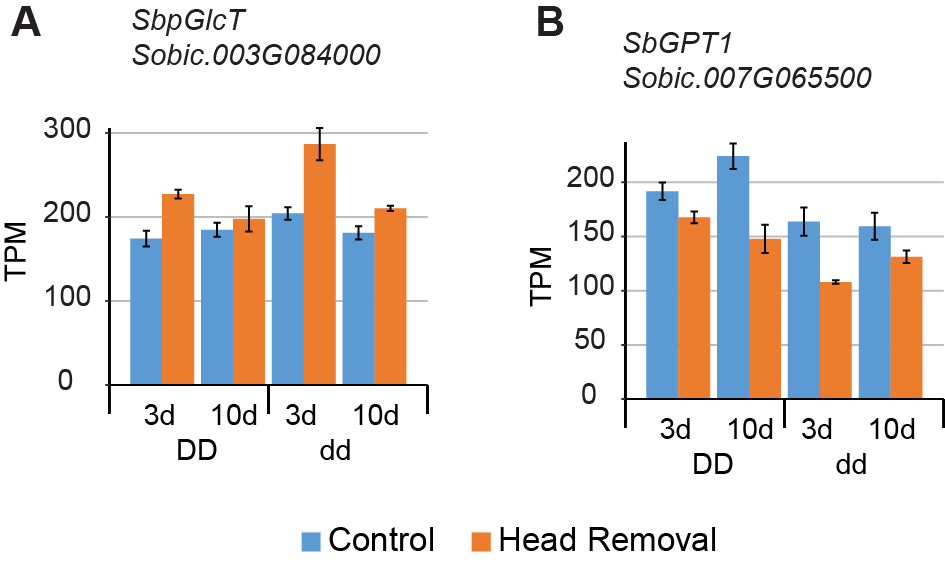

**Supplementary Figure 5. Transcript levels of *SbGlcT* and *SbGPT1* upon head removal.** (A) *SbGlcT* increased after head removal in stem. The induction degree is higher at 3 DPHR in both *DD* and *dd*. (B) *SbGPT1* decreased in stems after head removal in all tested conditions. Values are means ± SE (n = 3 or 4). Effect sizes and *p* values are shown in Table 1.

**
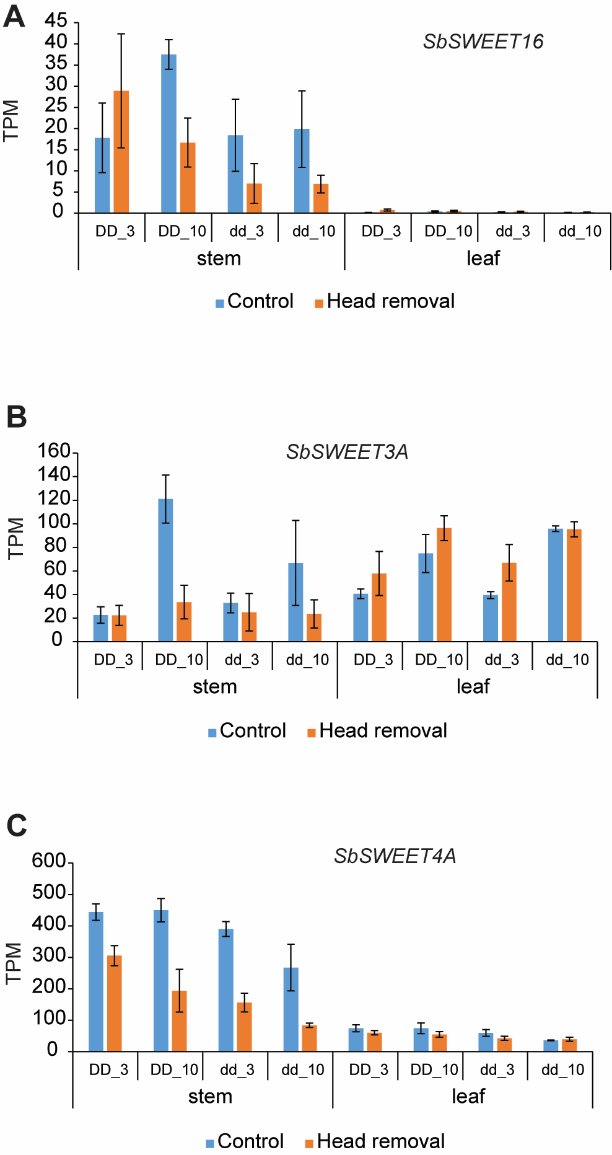
**

**Supplementary Figure 6. Transcript levels of *SbSWEET16*, *SbSWEET3A* and *SbSWEET4A* upon head removal.** (A) *SbSWEET16* was suppressed by head removal in stem. *SbSWEET16* transcripts were barely detected in leaves. (B) *SbSWEET3A* was suppressed in stems by head removal at 10 DPHR. (C) *SbSWEET4A* decreased in stems after head removal at 3 and 10 DPHR. *SbSWEET4A* levels were relatively lower in leaves. Values are means ± SE (n = 3 or 4). Effect sizes and *p* values are shown in Table S5.

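*SbSWEET4A* has group means of 36.3 to 74.4 TPM in leaves (8 groups, n = 3 in each). By treatment its change there was -0.26 ± 0.15 log2 units (adjusted p = 0.188), and the stem change lies 0.93 further down.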

## Supplementary Tables

**Supplementary Table 1**. GO term enrichment of leaf DEGs

GO term enrichment of clusters III and IV from top in Figure 2A

| **GO biological process complete** | **Sorghum bicolor - REFLIST (33714)** | **upload_1 (258)** | **upload_1 (expected)** | **upload_1**  **(over/und er)** | **upload_1 (fold Enrichment)** | **upload_1 (raw P-value)** | **upload_1 (FDR)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| response to hydrogen peroxide (GO:0042542) | 31 | 8 | 0.24 | + | 33.72 | 4.98E-10 | 5.95E-07 |
| protein complex oligomerization (GO:0051259) | 30 | 7 | 0.23 | + | 30.49 | 1.14E-08 | 1.09E-05 |
| response to heat (GO:0009408) | 99 | 13 | 0.76 | + | 17.16 | 3.60E-12 | 1.72E-08 |
| response to reactive oxygen species (GO:0000302) | 65 | 8 | 0.5 | + | 16.08 | 8.71E-08 | 6.93E-05 |
| protein refolding (GO:0042026) | 49 | 5 | 0.37 | + | 13.33 | 5.67E-05 | 2.26E-02 |
| response to temperature stimulus (GO:0009266) | 176 | 15 | 1.35 | + | 11.14 | 2.33E-11 | 5.57E-08 |
| response to salt stress (GO:0009651) | 98 | 8 | 0.75 | + | 10.67 | 1.58E-06 | 8.36E-04 |
| response to osmotic stress (GO:0006970) | 117 | 9 | 0.9 | + | 10.05 | 5.56E-07 | 3.32E-04 |
| protein folding (GO:0006457) | 235 | 16 | 1.8 | + | 8.9 | 1.14E-10 | 1.82E-07 |
| response to inorganic substance (GO:0010035) | 169 | 11 | 1.29 | + | 8.51 | 1.49E-07 | 1.02E-04 |
| response to abiotic stimulus (GO:0009628) | 612 | 18 | 4.68 | + | 3.84 | 1.88E-06 | 8.96E-04 |
| response to stress (GO:0006950) | 1576 | 31 | 12.06 | + | 2.57 | 2.04E-06 | 8.84E-04 |
| response to stimulus (GO:0050896) | 3175 | 45 | 24.3 | + | 1.85 | 6.29E-05 | 2.31E-02 |

**Supplementary Table 2**. GO term enrichment of stem DEGs

GO term enrichment of clusters II and III in Figure 2B

| **GO biological process complete** | **Sorghum bicolor - REFLIST (33714)** | **upload_1 (542)** | **upload_1 (expected)** | **upload_1 (over/under)** | **upload_1 (fold Enrichment)** | **upload_1 (raw P- value)** | **upload_1 (FDR)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ammonium transmembrane transport (GO:0072488) | 7 | 3 | 0.11 | + | 26.66 | 4.35E-04 | 4.62E-02 |
| auxin export across the plasma membrane (GO:0010315) | 13 | 5 | 0.21 | + | 23.92 | 7.03E-06 | 2.58E-03 |
| auxin homeostasis (GO:0010252) | 19 | 5 | 0.31 | + | 16.37 | 3.23E-05 | 7.00E-03 |
| auxin polar transport (GO:0009926) | 23 | 5 | 0.37 | + | 13.52 | 7.08E-05 | 1.13E-02 |
| carotene metabolic process (GO:0016119) | 19 | 4 | 0.31 | + | 13.1 | 4.32E-04 | 4.69E-02 |
| regulation of auxin mediated signaling pathway (GO:0010928) | 24 | 5 | 0.39 | + | 12.96 | 8.44E-05 | 1.30E-02 |
| terpene metabolic process (GO:0042214) | 27 | 5 | 0.43 | + | 11.52 | 1.38E-04 | 1.88E-02 |
| hormone transport (GO:0009914) | 36 | 6 | 0.58 | + | 10.37 | 4.94E-05 | 8.73E-03 |
| hydrocarbon metabolic process (GO:0120252) | 31 | 5 | 0.5 | + | 10.03 | 2.45E-04 | 3.25E-02 |
| auxin transport (GO:0060918) | 35 | 5 | 0.56 | + | 8.89 | 4.05E-04 | 4.61E-02 |
| export across plasma membrane (GO:0140115) | 73 | 8 | 1.17 | + | 6.82 | 4.36E-05 | 8.00E-03 |
| auxin-activated signaling pathway (GO:0009734) | 101 | 11 | 1.62 | + | 6.77 | 1.75E-06 | 1.04E-03 |
| cellular response to auxin stimulus (GO:0071365) | 103 | 11 | 1.66 | + | 6.64 | 2.08E-06 | 1.11E-03 |
| amino acid transport (GO:0006865) | 100 | 10 | 1.61 | + | 6.22 | 1.03E-05 | 3.28E-03 |
| organic acid transport (GO:0015849) | 140 | 11 | 2.25 | + | 4.89 | 3.08E-05 | 7.00E-03 |
| regulation of hormone levels (GO:0010817) | 130 | 9 | 2.09 | + | 4.31 | 3.87E-04 | 4.51E-02 |
| response to auxin (GO:0009733) | 209 | 14 | 3.36 | + | 4.17 | 1.46E-05 | 4.34E-03 |
| chemical homeostasis (GO:0048878) | 255 | 14 | 4.1 | + | 3.42 | 1.12E-04 | 1.57E-02 |
| metal ion transport (GO:0030001) | 226 | 12 | 3.63 | + | 3.3 | 4.51E-04 | 4.68E-02 |
| cation transmembrane transport (GO:0098655) | 348 | 18 | 5.59 | + | 3.22 | 2.61E-05 | 6.24E-03 |
| inorganic ion transmembrane transport (GO:0098660) | 337 | 17 | 5.42 | + | 3.14 | 5.84E-05 | 9.61E-03 |
| cation transport (GO:0006812) | 368 | 18 | 5.92 | + | 3.04 | 5.22E-05 | 8.89E-03 |
| homeostatic process (GO:0042592) | 288 | 14 | 4.63 | + | 3.02 | 3.67E-04 | 4.38E-02 |
| inorganic cation transmembrane transport (GO:0098662) | 292 | 14 | 4.69 | + | 2.98 | 4.18E-04 | 4.64E-02 |
| ion transmembrane transport (GO:0034220) | 507 | 24 | 8.15 | + | 2.94 | 5.26E-06 | 2.28E-03 |
| response to external stimulus (GO:0009605) | 424 | 20 | 6.82 | + | 2.93 | 3.32E-05 | 6.88E-03 |
| transmembrane transport (GO:0055085) | 1325 | 60 | 21.3 | + | 2.82 | 2.21E-12 | 1.05E-08 |
| ion transport (GO:0006811) | 626 | 27 | 10.06 | + | 2.68 | 7.07E-06 | 2.41E-03 |
| transport (GO:0006810) | 2411 | 78 | 38.76 | + | 2.01 | 7.96E-09 | 1.90E-05 |
| establishment of localization (GO:0051234) | 2447 | 78 | 39.34 | + | 1.98 | 1.66E-08 | 1.98E-05 |
| localization (GO:0051179) | 2544 | 79 | 40.9 | + | 1.93 | 3.23E-08 | 3.08E-05 |
| biological_process (GO:0008150) | 16640 | 318 | 267.51 | + | 1.19 | 1.74E-05 | 4.61E-03 |
| Unclassified (UNCLASSIFIED) | 17074 | 224 | 274.49 | - | 0.82 | 1.74E-05 | 4.37E-03 |
| cellular nitrogen compound metabolic process (GO:0034641) | 3043 | 21 | 48.92 | - | 0.43 | 6.36E-06 | 2.53E-03 |
| nucleobase-containing compound metabolic process (GO:0006139) | 2241 | 14 | 36.03 | - | 0.39 | 3.48E-05 | 6.93E-03 |
| nucleic acid metabolic process (GO:0090304) | 1852 | 8 | 29.77 | - | 0.27 | 3.37E-06 | 1.61E-03 |
| cellular component biogenesis (GO:0044085) | 1104 | 3 | 17.75 | - | 0.17 | 3.89E-05 | 7.43E-03 |
| gene expression (GO:0010467) | 1664 | 3 | 26.75 | - | 0.11 | 1.39E-08 | 2.22E-05 |
| macromolecule biosynthetic process (GO:0009059) | 1278 | 2 | 20.55 | - | 0.1 | 4.85E-07 | 3.31E-04 |
| regulation of cellular protein metabolic process (GO:0032268) | 685 | 1 | 11.01 | - | 0.09 | 4.84E-04 | 4.91E-02 |
| RNA metabolic process (GO:0016070) | 1393 | 2 | 22.39 | - | 0.09 | 7.25E-08 | 5.77E-05 |
| regulation of protein metabolic process (GO:0051246) | 697 | 1 | 11.21 | - | 0.09 | 3.15E-04 | 4.07E-02 |
| RNA processing (GO:0006396) | 772 | 1 | 12.41 | - | 0.08 | 1.04E-04 | 1.51E-02 |
| cellular macromolecule biosynthetic process (GO:0034645) | 902 | 1 | 14.5 | - | 0.07 | 1.66E-05 | 4.67E-03 |
| peptide biosynthetic process (GO:0043043) | 547 | 0 | 8.79 | - | < 0.01 | 3.53E-04 | 4.32E-02 |
| translation (GO:0006412) | 540 | 0 | 8.68 | - | < 0.01 | 3.39E-04 | 4.26E-02 |
| protein-containing complex organization (GO:0043933) | 515 | 0 | 8.28 | - | < 0.01 | 4.99E-04 | 4.96E-02 |
| amide biosynthetic process (GO:0043604) | 604 | 0 | 9.71 | - | < 0.01 | 1.03E-04 | 1.53E-02 |

GO term enrichment of cluster IV in Figure 2B

| **GO biological process complete** | **Sorghum bicolor - REFLIST (33714)** | **upload_1 (466)** | **upload_1 (expected)** | **upload_1 (over/under)** | **upload_1 (fold Enrichment)** | **upload_1 (raw P- value)** | **upload_1 (FDR)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| photosystem II stabilization (GO:0042549) | 6 | 3 | 0.08 | + | 36.17 | 1.99E-04 | 1.67E-02 |
| photosystem II repair (GO:0010206) | 8 | 4 | 0.11 | + | 36.17 | 1.55E-05 | 2.17E-03 |
| oxidative photosynthetic carbon pathway (GO:0009854) | 7 | 3 | 0.1 | + | 31.01 | 2.81E-04 | 2.32E-02 |
| phylloquinone metabolic process (GO:0042374) | 10 | 4 | 0.14 | + | 28.94 | 3.06E-05 | 3.85E-03 |
| vitamin K metabolic process (GO:0042373) | 10 | 4 | 0.14 | + | 28.94 | 3.06E-05 | 3.75E-03 |
| phylloquinone biosynthetic process (GO:0042372) | 10 | 4 | 0.14 | + | 28.94 | 3.06E-05 | 3.66E-03 |
| vitamin K biosynthetic process (GO:0042371) | 10 | 4 | 0.14 | + | 28.94 | 3.06E-05 | 3.57E-03 |
| photosystem II assembly (GO:0010207) | 10 | 4 | 0.14 | + | 28.94 | 3.06E-05 | 3.48E-03 |
| regulation of photosynthesis, light reaction (GO:0042548) | 12 | 4 | 0.17 | + | 24.12 | 5.45E-05 | 6.05E-03 |
| plastid translation (GO:0032544) | 9 | 3 | 0.12 | + | 24.12 | 5.05E-04 | 3.83E-02 |
| photosystem I assembly (GO:0048564) | 12 | 4 | 0.17 | + | 24.12 | 5.45E-05 | 5.91E-03 |
| regulation of generation of precursor metabolites and energy (GO:0043467) | 12 | 4 | 0.17 | + | 24.12 | 5.45E-05 | 5.78E-03 |
| glycogen biosynthetic process (GO:0005978) | 10 | 3 | 0.14 | + | 21.7 | 6.50E-04 | 4.85E-02 |

| GO term enrichment of cluster V in Figure 2B | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **GO biological process complete** | **Sorghum bicolor - REFLIST (33714)** | **upload_1 (257)** | **upload_1 (expected)** | **upload_1 (over/under)** | **upload_1 (fold Enrichment)** | **upload_1 (raw P- value)** | **upload_1 (FDR)** |
| protein complex oligomerization (GO:0051259) | 30 | 9 | 0.23 | + | 39.35 | 1.23E-11 | 1.46E-08 |
| response to hydrogen peroxide (GO:0042542) | 31 | 9 | 0.24 | + | 38.09 | 1.57E-11 | 1.50E-08 |
| formaldehyde catabolic process (GO:0046294) | 12 | 3 | 0.09 | + | 32.8 | 1.82E-04 | 4.35E-02 |
| formaldehyde metabolic process (GO:0046292) | 12 | 3 | 0.09 | + | 32.8 | 1.82E-04 | 4.14E-02 |
| cellular response to aldehyde (GO:0110096) | 12 | 3 | 0.09 | + | 32.8 | 1.82E-04 | 3.95E-02 |
| cellular detoxification of aldehyde (GO:0110095) | 12 | 3 | 0.09 | + | 32.8 | 1.82E-04 | 3.78E-02 |
| response to heat (GO:0009408) | 99 | 17 | 0.75 | + | 22.53 | 2.68E-17 | 1.28E-13 |
| response to reactive oxygen species (GO:0000302) | 65 | 9 | 0.5 | + | 18.16 | 5.08E-09 | 3.03E-06 |
| cellular response to heat (GO:0034605) | 32 | 4 | 0.24 | + | 16.4 | 1.56E-04 | 3.91E-02 |
| response to salt stress (GO:0009651) | 98 | 10 | 0.75 | + | 13.39 | 1.04E-08 | 5.53E-06 |
| response to temperature stimulus (GO:0009266) | 176 | 17 | 1.34 | + | 12.67 | 1.52E-13 | 3.64E-10 |
| response to osmotic stress (GO:0006970) | 117 | 11 | 0.89 | + | 12.33 | 4.18E-09 | 2.85E-06 |
| protein folding (GO:0006457) | 235 | 18 | 1.79 | + | 10.05 | 1.13E-12 | 1.80E-09 |
| response to inorganic substance (GO:0010035) | 169 | 11 | 1.29 | + | 8.54 | 1.44E-07 | 6.23E-05 |
| response to oxygen-containing compound (GO:1901700) | 393 | 16 | 3 | + | 5.34 | 1.12E-07 | 5.35E-05 |
| response to oxidative stress (GO:0006979) | 280 | 10 | 2.13 | + | 4.69 | 8.04E-05 | 2.40E-02 |
| response to abiotic stimulus (GO:0009628) | 612 | 18 | 4.67 | + | 3.86 | 1.78E-06 | 7.07E-04 |

| protein-containing complex assembly (GO:0065003) | 449 | 12 | 3.42 | + | 3.51 | 2.28E-04 | 4.53E-02 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| cellular response to organic substance (GO:0071310) | 449 | 12 | 3.42 | + | 3.51 | 2.28E-04 | 4.35E-02 |
| response to chemical (GO:0042221) | 1222 | 32 | 9.32 | + | 3.44 | 2.18E-09 | 1.73E-06 |
| response to organic substance (GO:0010033) | 755 | 18 | 5.76 | + | 3.13 | 2.83E-05 | 9.66E-03 |
| cellular response to chemical stimulus (GO:0070887) | 739 | 17 | 5.63 | + | 3.02 | 7.25E-05 | 2.31E-02 |
| response to stress (GO:0006950) | 1576 | 27 | 12.01 | + | 2.25 | 1.46E-04 | 3.88E-02 |
| response to stimulus (GO:0050896) | 3175 | 47 | 24.2 | + | 1.94 | 1.36E-05 | 5.01E-03 |
| macromolecule metabolic process (GO:0043170) | 6529 | 26 | 49.77 | - | 0.52 | 9.01E-05 | 2.53E-02 |

**Supplementary Table 3**. Transcript levels of intersection genes of different factors in stem

Transcript levels of DEGs in the center of Venn diagram shown in Fig. 3B.

Transcript levels are presented as transcript per million (TPM). 

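The values in this table are group means of the authors' TPM, a unit in which each sample's transcripts sum to about the same total (994406 to 996581 over the stem genes kept in the deposited table). The 3 genes differ in level: the bHLH093 homolog is a middling transcript in intact *DD* stems, while *Sobic.003G131600* in *DD* at 10 d averages 0.816 TPM in controls.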

The TPM value is mean ± SE (n = 3 or 4).

**Supplementary Table 4**. Transcript levels (TPM) of starch and PCD related genes under different conditions.

| **Gene ID** | **Gene Name** | **DD_3 day** | | **DD_10 day** | | **dd_3 day** | | **dd_10 day** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Ctrl** | **HR** | **Ctrl** | **HR** | **Ctrl** | **HR** | **Ctrl** | **HR** |
| Sobic.007G204600 | *Isoamylase 1* | 17.29 | 32.40 | 12.79 | 51.49 | 18.66 | 40.71 | 14.49 | 96.39 |
| Sobic.001G083900 | *Starch phosphorylase a* | 66.73 | 151.65 | 75.13 | 221.84 | 103.22 | 188.64 | 82.84 | 457.03 |
| Sobic.003G358600 | *Starch phosphorylase b* | 118.06 | 194.53 | 199.61 | 234.13 | 200.56 | 270.33 | 146.43 | 309.53 |
| Sobic.007G101500 | *AGPase small subunit a* | 65.63 | 83.88 | 60.33 | 99.59 | 79.57 | 118.03 | 69.82 | 148.84 |
| Sobic.002G160400 | *AGPase small subunit b* | 102.65 | 167.23 | 108.86 | 240.26 | 140.95 | 256.96 | 134.18 | 335.87 |
| Sobic.001G100000 | *AGPase large subunit* | 13.74 | 22.64 | 11.68 | 22.91 | 15.54 | 33.55 | 13.40 | 40.95 |
| Sobic.002G233600 | *Isoamylase 3* | 52.91 | 68.24 | 43.93 | 61.14 | 62.65 | 87.97 | 50.53 | 86.95 |
| Sobic.010G143500 | *Alpha-glucan dikinase* | 49.96 | 92.14 | 63.26 | 94.11 | 54.33 | 97.34 | 55.14 | 103.70 |
| Sobic.010G273800 | *starch branching enzyme 2.2a* | 112.95 | 250.91 | 137.32 | 366.78 | 137.55 | 310.45 | 150.07 | 400.02 |
| Sobic.010G047700 | *Starch synthase 1* | 106.40 | 148.58 | 105.29 | 207.03 | 270.67 | 286.46 | 201.17 | 361.04 |
| Sobic.003G084000 | *SbpGlct* | 174.39 | 227.40 | 184.83 | 197.85 | 204.33 | 286.78 | 181.29 | 210.35 |
| Sobic.007G065500 | *SbpGPT1* | 191.79 | 167.69 | 224.20 | 147.83 | 163.88 | 108.05 | 159.47 | 131.35 |
| Sobic.006G147400 | *SbNAC074A* | 21.60 | 12.54 | 6.30 | 0.91 | 24.83 | 22.78 | 2.61 | 0.89 |
| Sobic.008G020700 | *SbMIF* | 314.22 | 165.98 | 263.24 | 118.82 | 223.78 | 138.01 | 338.40 | 99.15 |
| Sobic.007G172100 | *SbXCP1* | 51.94 | 33.59 | 12.00 | 1.92 | 0.13 | 0.02 | 0.15 | 0.18 |
| Sobic.003G087200 | *BFN1 homolog* | 150.71 | 119.34 | 195.42 | 73.19 | 187.58 | 190.58 | 202.26 | 64.77 |
| Sobic.004G187200 | *Type II metacaspase* | 2.12 | 1.24 | 6.24 | 1.12 | 1.91 | 0.96 | 2.52 | 0.97 |
| Sobic.004G010000 | *SCPL48 homolog* | 6.39 | 5.10 | 4.33 | 0.85 | 3.34 | 0.57 | 1.69 | 0.75 |

TPM, transcript per million. The mean TPM value (n = 3 or 4) was shown in each cell under that condition.

Apply a color gradient (white-red) to a range of cells (minimum-maximum). The background color indicates where each cell value falls within that range.

**Supplementary Table 5.** Effects of treatment, genotype and day on transcript levels of sugar transporter genes.

| **Gene Name** | **Gene ID** | **Stem** | | | | | | **Leaf** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Treatment** | | **Genotype** | | **Day** | | **Treatment** | | **Genotype** | | **Day** | |
|  |  | **Effect size** | **p adj** | **Effect size** | **p adj** | **Effect size** | **p adj** | **Effect size** | **p adj** | **Effect size** | **p adj** | **Effect size** | **p adj** |
| SbSWEET13A | Sobic.008G094000 | 0.47 | 0.0045 | -0.38 | 0.0099 | 0.02 | 0.8875 | -0.15 | 0.1687 | -0.01 | 0.9068 | -0.30 | 0.0028 |
| SbSUT1 | Sobic.001G488700 | 0.36 | 0.0046 | -0.40 | 0.0019 | -0.67 | 1.68E-06 | -0.13 | 0.1001 | -0.19 | 0.0182 | -0.78 | 2.84E-26 |
| SbSWEET1A | Sobic.003G377700 | 1.56 | 1.86E-15 | -0.11 | 0.4075 | 1.36 | 9.58E-12 | 0.09 | 0.5911 | 0.02 | 0.8823 | -0.19 | 0.2575 |
| SbSWEET16 | Sobic.001G377600 | -0.28 | 0.1881 | -0.22 | 0.0952 | 0.02 | 0.8950 | 0.29 | 0.1005 | -0.21 | 0.1482 | -0.04 | 0.8331 |
| SbSWEET3A | Sobic.009G080900 | -0.36 | 0.1153 | -0.02 | 0.8728 | 0.44 | 0.0471 | 0.29 | 0.0492 | 0.04 | 0.7948 | 0.55 | 0.0008 |
| SbSWEET4A | Sobic.004G136600 | -1.06 | 3.86E-09 | -0.52 | 0.0011 | -0.30 | 0.0368 | -0.19 | 0.1812 | -0.48 | 0.0012 | -0.28 | 0.0522 |

Estimated effect size under a linear model in DESeq2 is equivalent to the log2FC in a pairwise comparison

**Supplementary Table 6.** Sequences of oligonucleotide used in this study

| **Name** | **Sequence 5’-3’** | **Purpose** |
| --- | --- | --- |
| SbSWEET1A-T7F | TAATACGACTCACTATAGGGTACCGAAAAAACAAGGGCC | anti-sense probe |
| SbSWEET1A-R | TAGCAGTTGGATCAATTCCTC | anti-sense probe |
| SbSWEET1A-F | TACCGAAAAAACAAGGGCC | sense probe |
| SbSWEET1A-T7R | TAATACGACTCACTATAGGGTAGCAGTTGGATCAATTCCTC | sense probe |
| SbCINV5-SP6-F | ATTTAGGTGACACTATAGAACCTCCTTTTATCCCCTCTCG | anti-sense probe |
| SbCINV5-R | ATTGCCACCTACAGCCTGAC | anti-sense probe |
| SbCINV5-F | CCTCCTTTTATCCCCTCTCG | sense probe |
| SbCINV5-SP6-R | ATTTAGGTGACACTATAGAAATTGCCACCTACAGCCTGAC | sense probe |

**
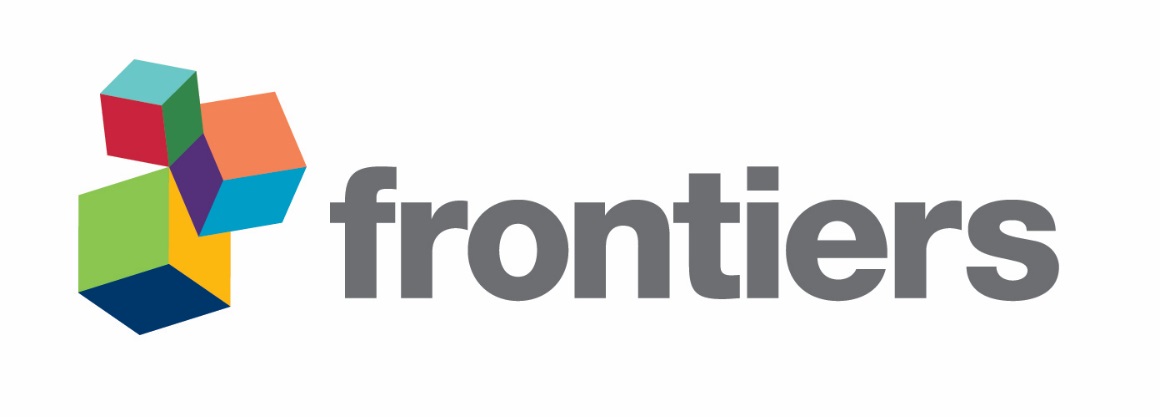
**

How the deposited data were processed for this re-analysis (not part of the article)

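RNA sequencing of sorghum stems (the fourth internode from the top) and leaves was analysed from the tables that the authors deposited, in *DD* and *dd* plants with the head removed or left on, sampled 3 or 10 d later. The labels describe 64 samples, 32 per organ, each with its genotype, treatment, day and replicate number in its title, and columns were matched to samples by that title. The stem table has 29 columns (none for *DD* control 10 d replicate 4, *DD* head removal 10 d replicate 3 and *dd* head removal 3 d replicate 2). The leaf table has 24 (none for replicate 1 of *DD* control and *DD* head removal at 3 d, replicate 3 of the same groups at 10 d, replicate 2 of *dd* control at 3 and at 10 d, and replicate 4 of *dd* head removal at 3 and at 10 d). These samples could not be analysed.
The labels name FastQC, Trimmomatic, STAR and, for the authors' comparisons, DESeq2, without versions. The authors deposited TPM per sample for genes above 3 TPM in at least 2 samples, 16942 in stems and 16386 in leaves; the sheets are headed as tables of DEGs but hold all such genes. For each factor the authors also deposited a comparison of 29937 genes in stems and 30068 in leaves with a mean signal over samples (mean normalized counts), a log2 fold change, a p-value and an adjusted p-value, besides clusters of DEGs and their overlaps. The columns of TPM sum to 994406 to 996581 in stems and 994771 to 995806 in leaves, and the 10 highest genes hold 4.76 and 5.99% of them. Values listed at 0 number 464 in stems and 150 in leaves. TPM keeps no record of sequencing depth, so the precision of each value is known only from the spread between replicates. The authors' mean normalized counts are means over all samples and do not give the depth of any one.
Each organ was fitted by itself with limma 3.58.1 (lmFit, eBayes with a trend of variance on mean) in R 4.3.3, on log2(TPM + 1) computed from the authors' TPM, with treatment, genotype and day as additive terms. The adjusted p is by Benjamini and Hochberg over all genes of the organ; a gene passes under 0.01 and is a DEG if its log2 fold change is also at least 1 in size. Effects within a genotype or a day, within each of the 4 combinations of the 2, and interactions came from a model with 8 group means. Stem and leaf effects were compared by their difference over the root of the summed squared standard errors, with a two-sided normal p, over 14496 genes in both tables, as if the organs were independent; the paper does not say whether a stem and a leaf sample come from 1 plant. Of groups of 3 or 4 samples, single comparisons were also tested by exact permutation, two-sided. The 2 genes of one correlation were tested with 100000 permutations per day.
Gene descriptions in the deposited tables (missing for 1686 stem and 1614 leaf genes) gave 29 lists by fixed patterns: starch metabolism, photosynthesis light reactions, C4 and Calvin cycle, cytosolic ribosomal proteins, V-type proton ATPase, proteasome, cellulose synthase, lignin, cell wall loosening, auxin, gibberellin, heat shock, circadian clock, jasmonate and wounding, cell cycle and core histones, nitrogen, aquaporins, SWEET, SUT, monosaccharide transporters, sucrose metabolism, glycolysis, trehalose, programmed cell death, senescence, vesicle coats and tethers, protein phosphatases, abscisic acid and dehydration, and phloem. Lists with at least 5 measured members were tested by camera (limma) with a preset correlation of 0.01, adjusted over the lists of each organ and factor and called under 0.05, and again with the correlation estimated per list and by fry. Identifiers that the study names were added to the lists of starch metabolism, cell death and sugar transporters.
Genes named in the text are, for each organ and factor, from the 10 highest and 10 lowest log2 fold changes among DEGs with a described function and one sign in all 4 combinations of the other 2 factors; up to 4 members per list with the largest changes past the test; and genes the paper names, whose values had been seen in the paper. Others are said to be chosen after their values were seen; to these belong *Sobic.003G131800*, the SUT carriers, the cellulose synthases, the unlisted members of the proton pump, and the SWEET relatives of *SbSWEET13A*, named as family members.
Alternatives were pseudocounts of 0.1 and 3, a mean of at least 10 TPM, median-of-ratios and quantile scaling, no trend, robust variances, array weights, 2 other models, a replicate block, the authors' p-values over the same genes, other thresholds, single days and genotypes, and leaving out each sample. These, the lists, the thresholds and the naming rule were set before the data were examined. Added after seeing the data were fits without stem *dd* control 10 d replicates 3 and 4, without leaf *DD* head removal 3 d replicates 2 and 3, and without stem *DD* head removal at 3 d. The leaf fit of these leaves replicate 4 alone in its group, so that genes can fail the test there for want of samples. The fits were tested on simulated data with 200 changed genes. The gene identifiers match 0 entries of the reference table of RefSeq loci, so descriptions come from the deposited tables alone. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Measurements of sugar and juice, the Arabidopsis lines and the in situ images were not analysed here, and neither were reads.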

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

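Of the tests in this part, those of samples shared between organs, of leaf blade carry-over, of a few abundant genes shifting all TPM and of the harvest hour were chosen only after the result was seen.
Among groups of 4 stem samples, 7 of 140 gene and group pairs hold a sample far from the other 3 (Dixon's ratio above its 95% critical value), and chance gives about 1 in 20. They are phosphorylase b in *DD* control at 3 d (ratio 0.938; replicate 3 at 71.4 TPM against 131 to 136), the AGPase large subunit in the same group (0.936; replicate 1 at 10.6 against 14.6 to 15 TPM) and branching enzyme 2.2a there (0.837; replicate 3 at 86.5 against 118 to 125 TPM), pGlcT in *dd* control at 3 d (0.944; replicate 1 at 182 against 211 to 212 TPM), the BFN1 homolog in *dd* control at 10 d (0.919; replicate 4 at 155 against 215 to 221 TPM), *Sobic.001G469300* in *dd* head removal at 10 d (1; replicate 3 at 0.0228 TPM, the others listed at 0) and *SbSUT1* in *DD* head removal at 3 d (0.955; replicate 2 at 356 against 513 to 522 TPM).
Stems and leaves answered head removal differently: the changes of 3499 genes differ between the organs, 1570 with the more positive change in stems and 1929 in leaves, and 238 pass in both with opposite signs against 434 with the same sign. The organs were taken as independent: stem and leaf samples of the same group and number correlate at a mean of 0.043 (22 pairs; -0.089 to 0.084 in 1000 other pairings), which does not settle whether they share plants. Among genes the paper names, the log2 change in stems minus that in leaves is 1.032 for the AGPase large subunit, 0.744 for small subunit a, 0.569 for small subunit b, 1.07 for isoamylase 1, 0.521 for isoamylase 3, 1.017 for glucan water dikinase, 0.882 for branching enzyme 2.2a, 0.348 for pGlcT, -0.661 for *SbGPT1*, 1.574 for the major facilitator gene *Sobic.003G131600*, 1.355 for *SbSWEET1A*, 0.667 for *SbSWEET13A*, -0.926 for *SbSWEET4A*, 0.563 for *SbSUT1*, -1.27 for *SbMIF*, -3.376 for *SbXCP1* and -1.211 for the BFN1 homolog.
In stems 8 genes responded differently at 3 and at 10 d. They include an oligopeptide transporter (*Sobic.009G136700*, 1.07 at 3 d and 3.19 at 10 d, adjusted p of the difference = 0.000728), a synaptotagmin (*Sobic.001G151200*, -0.20 and -1.68, 0.000728) and a peroxidase (*Sobic.010G245500*, -1.00 and -3.36, 0.0063). The count runs from 2 (without stem *DD* control 3 d replicate 1) to 44 (without stem *dd* control 10 d replicate 4).
A gene of unknown function, *Sobic.003G436200*, separates the genotypes in every sample and lies outside the genes the paper discusses; it was chosen after its values were seen. In stems it measures 0.21 to 1.48 TPM in *DD* (n = 14) and 8.04 to 12.8 TPM in *dd* (n = 15), a change of 2.867 (adjusted p = 1.11e-20), and in leaves 0.156 to 0.492 and 3.93 to 8.58 TPM (n = 12 and 12).
Other divisions of the samples into groups of the same sizes were tested for each count. Chance is excluded for the DEG counts, where 1 of 100 divisions, the real one, gave as many: stems by treatment (776, highest other 0), genotype (104, 0) and day (329, 1), leaves by treatment (158, 0), genotype (48, 0) and day (132, 0). It is not excluded for the number of lists that camera calls: stems by treatment 9 (17 of 100 gave as many, highest other 13), genotype 9 (19, 12) and day 5 (63, 12), leaves by treatment 10 (6, 13), genotype 10 (13, 16) and day 13 (8, 16). By their medians relative to all genes, some single stem lists moved farther by treatment in the real division than in any other. They include light reactions (0.719, highest other 0.465), starch (0.404, 0.2), auxin (-0.375, 0.22) and the proton pump (0.192, 0.141). Others did not, such as heat shock (0.152, 0.172), glycolysis (0.083, 0.113) and jasmonate (0.004, 0.088). These were not adjusted for the number of lists. The real division also gave the most for the difference between organs (3499, 318) and stem treatment by day (8, 0). For the first, permuting treatment removes its effect from both organs. For the second, permuting day moves the day effect into the spread between samples. Neither division can therefore exclude chance for a difference of effects. For genes answering to all 3 factors (4 in stems, 0 in leaves) no other division by treatment gave any DEG by treatment, so that this test says nothing of the overlap. Nor does it bear on counts of 0, which 100 of 100 reach: stem treatment by genotype (9), leaf treatment by day (99) and by genotype (4). For treatment within stem groups, chance is excluded in *DD* at 3 d (93, highest other 0), *dd* at 3 d (669, 134) and *dd* at 10 d (864, 9), where the real division is 1 of 35. Divisions are too few, 10, in stems for *DD* at 10 d (827, highest other 0) and in leaves for *DD* at 3 d (121, 0), *DD* at 10 d (0, 0), *dd* at 3 d (1, 0) and *dd* at 10 d (0, 1).
Photosynthesis genes higher in stems after head removal are the first pattern weighed. The values argue against leaf blade carried over into the samples as the main source, but do not exclude it as a part. Chosen afterwards were 7 C4 and Calvin genes of at least 1000 TPM in leaves, and at most 10% of the leaf level in control stems. They gained 0.064 times as much of their leaf level as the photosynthesis genes did (95% interval 0.034 to 0.278). Of the 7, the Rubisco large chain gained 4.534% of its leaf level, above the photosynthesis median of 2.528%. The rest lay at -0.393 to 0.622%. Over all 12 C4 and Calvin genes of at least 100 TPM in leaves, under the same limit in stems, the median gain was 0.629%. A few abundant genes shifting all TPM are excluded, since the photosynthesis list's median is 0.718 with median-of-ratios scaling. More green tissue of another kind left on the stem stays open: of 365 other leaf-abundant genes 311 were higher after head removal, with a gain 0.588 times that of the photosynthesis genes (0.313 to 0.833). A response of the stem itself may add to it, with a lowest group median of 0.173, in *DD* at 3 d, and these samples cannot part the 2.
Heat shock genes higher in leaves after head removal and in stems at 10 d are the second. The fit used for it leaves replicate 4 alone in leaf *DD* head removal at 3 d, so that genes can fail the test for want of samples. That 1 or 2 libraries carry the leaf rise is neither excluded nor borne out: without leaf *DD* head removal 3 d replicates 2 and 3, 62.5% of the genes that rose still pass, and the median goes from 0.406 to 0.319. A difference in harvest hour between groups stays open, as the clock list's median in leaves is -0.319 relative to all genes, against at most 0.268 in size in other divisions, and in stems it lies within them. A wounding response in leaves may be part of it: the jasmonate list's median is 0.337 or more relative to all genes on both days. Without leaf *DD* head removal 3 d replicates 2 and 3 that list's median by treatment goes from 0.484 to 0.322.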

How the results depend on the processing

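Fits without stem *dd* control 10 d replicates 3 and 4, without leaf *DD* head removal 3 d replicates 2 and 3 and without stem *DD* head removal at 3 d were chosen only after the result was seen. Depth is unknown and reads were not analysed, so a change in a scarce gene rests on the spread between 3 or 4 samples and on the pseudocount. Each alternative below changed 1 choice, except that the authors' p-values bring their counts, scaling and test together; the cause was not tested.
With no fold threshold (more genes by construction) the counts of stems are 6405 by treatment, 3020 by genotype, 5509 by day, 10679 by any factor and 686 by all 3, and of leaves 1863, 8.9e2 (rounded), 3519, 5143 and 59. At an adjusted p under 0.05 leaves give 265 by treatment. A pseudocount of 0.1 gives 179 by genotype, 507 by day and 10 by all 3 in stems, and 73 by genotype, 263 by day and 531 by any in leaves. A pseudocount of 3 gives 465, 47, 181, 639 and 1 in stems, 100, 25, 51 and 171 in leaves (treatment, genotype, day, any), 4 for stem treatment by day and 0 for leaf *dd* at 3 d. Genes with a mean of at least 10 TPM (fewer by construction) give 4.5e2 (rounded), 51, 203 and 631 in stems, 103, 18, 72 and 184 in leaves, 4 for stem treatment by day, 2111 for the difference between organs, 56, 500, 421 and 508 for treatment in stem *DD* at 3 d, *DD* at 10 d, *dd* at 3 d and *dd* at 10 d, and 35 and 0 in leaf *DD* and *dd* at 3 d.
Stem genes answering to all 3 factors number 2 with median-of-ratios scaling, with quantile normalization or with array weights. Quantile normalization gives 15 for stem treatment by day and 2 for leaf *dd* at 10 d. The authors' p-values over the same genes give 66 for leaf day. Fewer samples by construction give, with 3 d only, 482 for stem treatment, 0 for leaf treatment, 8 for leaf genotype and 1892 for the difference between organs; with 10 d only 7 for stem genotype, 0 for leaf treatment, 13 for leaf genotype and 2084; with *DD* only 443 for stem treatment, 0 for leaf treatment, 55 for leaf day and 1209; and with *dd* only 18 for leaf treatment, 23 for leaf day and 2217. *Sobic.002G032700* by treatment in stems goes from -1.00 to 0.02 with 3 d only. *SbNAC074A* with *SbMIF* at 3 d comes to r = 0.55 as deviations from the group means.
Camera with an estimated correlation calls 0 lists in each of the 6 comparisons, and fry calls 15 for stem day and 18 for stem genotype. Signs turn over for ribosomal proteins by genotype in stems (adjusted p = 0.925 with quantile normalization) and by fry for nitrogen (0.0161), programmed cell death (0.0491), senescence (0.0136) and sucrose metabolism (0.00524) by day in stems and for protein phosphatases by day in leaves (0.907).
Without stem *dd* control 10 d replicates 3 and 4, stem treatment by day gives 96, all 3 factors 1 and stem *dd* at 10 d 1411. Without leaf *DD* head removal 3 d replicates 2 and 3, leaf treatment gives 75 and leaf *DD* at 3 d 1. Without stem *DD* head removal at 3 d, stem genotype gives 58 genes and 3 lists, and all 3 factors 0. Within an organ, samples of the same number correlate at a mean of -0.004 in stems (-0.598 to 0.541) and -0.027 in leaves (-0.505 to 0.683), and 4 of 29 and 4 of 24 correlate best with their own number. No batch by replicate number showed, but with so wide a range 1 is not excluded. With the replicate block stem treatment by day gives 2 and leaf *DD* at 3 d 73; no other count moved by over 1.5 times.
Leaving out 1 library gives, lowest and highest: difference between organs 3206 and 3617; lists in leaves 8 and 11 by treatment, 9 and 13 by genotype, 13 and 16 by day; lists in stems 9 and 10, 6 and 10, 3 (stem *DD* head removal 10 d replicate 1) and 7; leaf DEGs 110 and 193 by treatment, 42 and 61, 93 and 186, any 270 and 391, all 3 0 and 0; stem DEGs 721 and 818 by treatment, 85 and 137, 289 and 353, any 1047 and 1145, all 3 1 (stem *DD* head removal 3 d replicate 2) and 5; stem treatment by day 2 (stem *DD* control 3 d replicate 1) and 44 (stem *dd* control 10 d replicate 4), beyond 1.5 times for 23 of 29 libraries; stem treatment by genotype 0 and 0; leaf treatment by day 0 and 0 and by genotype 0 and 1 (leaf *dd* control 3 d replicate 4); stem *DD* at 3 d 53 (stem *DD* control 3 d replicate 3) and 112, *DD* at 10 d 339 (stem *DD* control 10 d replicate 2) and 884, *dd* at 3 d 342 (stem *dd* head removal 3 d replicate 3) and 721, *dd* at 10 d 598 and 1041; leaf *DD* at 3 d 13 (leaf *DD* control 3 d replicate 2) and 323 (leaf *DD* head removal 3 d replicate 4), *DD* at 10 d 0 and 0, *dd* at 3 d 0 and 5 (leaf *dd* control 3 d replicate 4), *dd* at 10 d 0 and 13 (leaf *dd* control 10 d replicate 1).
Kept under the other alternatives were 280 values of counts and correlations, with 83 moved. Of tests of single lists 2166 kept their call, 58 gained and 116 lost it, and with 1 library left out 4170, 58 and 65.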

Differences from the paper's values

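The alternatives compared here were set before the data were examined, except the fits without stem *DD* head removal at 3 d, without stem *dd* control 10 d replicates 3 and 4 and without leaf *DD* head removal 3 d replicates 2 and 3, which were chosen only after the result was seen. A log2 fold change is listed where its sign is the other or the gap exceeds 1 standard error of the fit here, and a mean or count where the 2 values are over 1.5 times apart (for means, also over 1 standard deviation); 27 log2 fold changes and 1 count are listed, and 60 log2 fold changes, 144 group means of TPM and 18 means over all stem samples stay within these bounds. The paper's stem count was set against that by any factor here and is taken up with its statements below. Only the alternatives named below close a gap, besides the authors' fold changes and p-values over the same genes, which are the paper's own values, so that a match with them is no test.
For starch and plastid genes in stems, the AGPase large subunit by day is 0.04 in the paper and -0.034 here (median-of-ratios scaling, quantile normalization and *dd* only also close it), isoamylase 3 by day -0.07 in the paper and -0.198 here (also median-of-ratios and quantile), pGlcT by day -0.08 in the paper and -0.181 here (also median-of-ratios and *DD* only), and *SbGPT1* -0.31 in the paper and -0.391 here by treatment (also median-of-ratios, quantile, 3 d only and *DD* only), -0.27 in the paper and -0.376 here by genotype (also median-of-ratios and 10 d only) and 0.14 in the paper and 0.063 here by day (also median-of-ratios, quantile, array weights and *dd* only).
For cell death genes in stems, *SbNAC074A* by day is -2.9 in the paper and -2.55 here (also a pseudocount of 0.1, both other models and *dd* only), *SbXCP1* -0.09 in the paper and -0.851 here by treatment (also *dd* only), -6.88 in the paper and -3.314 here by genotype and -0.11 in the paper and -1.249 here by day, the BFN1 homolog by treatment -0.59 in the paper and -0.826 here (also a pseudocount of 3, median-of-ratios, quantile, array weights, the replicate block and *DD* only), the metacaspase -0.07 in the paper and -0.481 here by genotype (also a pseudocount of 3, quantile and 3 d only) and 0.14 in the paper and 0.507 here by day (also a pseudocount of 3 and *dd* only), and SCPL48 -0.34 in the paper and -1.035 here by genotype (also a pseudocount of 3 and 10 d only) and -0.27 in the paper and -0.638 here by day (also a pseudocount of 3, quantile and *dd* only).
For sugar transporters, *SbSWEET13A* is -0.38 in the paper and -0.648 here by genotype in stems (also 10 d only), 0.02 in the paper and -0.062 here by day in stems (also median-of-ratios) and -0.01 in the paper and 0.023 here by genotype in leaves (also median-of-ratios and the replicate block). *SbSUT1* is -0.4 in the paper and -0.608 here by genotype in stems (also median-of-ratios and 3 d only), -0.67 in the paper and -0.885 here by day in stems (also median-of-ratios, array weights and *DD* only) and -0.78 in the paper and -0.687 here by day in leaves (also median-of-ratios, the replicate block and *dd* only). *SbSWEET16* in stems is -0.28 in the paper and -0.755 here by treatment (also a pseudocount of 3, median-of-ratios, quantile, array weights, 3 d only and *DD* only) and -0.22 in the paper and -1.093 here by genotype. *SbSWEET3A* is -0.36 in the paper and -1.097 here by treatment in stems (also 3 d only) and 0.55 in the paper and 0.889 here by day in leaves. *SbSWEET4A* in stems is -0.52 in the paper and -0.763 here by genotype (also median-of-ratios and 3 d only) and -0.3 in the paper and -0.61 here by day (also array weights and *DD* only).
For the leaf DEGs the paper counts 682 by any factor, from 30068 genes, and 326 are found here at the same thresholds among the 16386 genes of the TPM table, where the authors' p-values over the same genes give 337. A pseudocount of 0.1 (531) and an adjusted p under 0.05 (467) come within 1.5 times of the paper's count, and no other alternative does.
Of the paper's statements, the number it gives for DEGs of stems is, in the authors' deposited table, that of treatment alone (1611), while any factor gives 2243 there, among 29937 genes, and 1100 here, among 16942, where the authors' p-values over the same genes give 1361. By treatment 776 are found here, and 1025 of the authors' 1611 are among the genes used here. Both stem counts are over 1.5 times apart from those of the deposited table, which covers more genes. Over the genes used here, the authors' 1361 by any factor and 1025 by treatment lie within 1.5 times of 1100 and 776. Of the stem genes it finds under all 3 factors, only the bHLH093 homolog is so here; *Sobic.003G131600* stays under 1 log2 unit by genotype (0.85) and day (-0.91), and exceeds it with a pseudocount of 0.1; *Sobic.001G469300* has an adjusted p = 0.024 by treatment and passes with a pseudocount of 0.1 (0.00319), with group means (0.000338), without stem *DD* head removal at 3 d (0.0068, chosen after seeing the values, and it drops 1 of the 3, the bHLH093 homolog, by genotype, 0.0113) or without stem *DD* head removal 3 d replicate 3 (0.00653). The paper has *SbNAC074A*, *SbXCP1*, the metacaspase and SCPL48 lower in decapitated stems and *SbSWEET16* lower there, a supplementary table of it has *SbSWEET13A* and *SbSUT1* higher, and none of these passes by treatment here. By the p-values that the paper prints, only *SbSWEET13A* and *SbSUT1* of these are under its cutoff of 0.01 by treatment. For the others the calls at that cutoff do not differ. *SbSUT1* passes with median-of-ratios scaling (0.00822), array weights (0.00644) or without stem *DD* head removal 10 d replicate 2 (0.00787), *SbNAC074A* without stem *dd* head removal 3 d replicate 3 (0.00759) and the metacaspase without stem *dd* control 10 d replicates 3 and 4 (0.00852, chosen after seeing the values, and *SbMIF* and the BFN1 homolog still pass); in the fit used here those 2, which the paper names with them, pass as well. Its text places the fall of *SbSWEET3A* at the earlier day in *DD* and a legend places it at the later, while here the change over both genotypes is -0.47 at 3 d and -1.80 at 10 d, neither past the test. It has leaf photosynthesis gene sets lower; here camera calls the list downward too (0.0233, and an adjusted p = 0.75 with an estimated correlation), while 0 of 67 genes pass singly in leaves. It has gene sets of protein breakdown higher with day in stems, where 9 proteasome genes rose and 12 fell here and the list is called upward only with median-of-ratios scaling (0.0155) or array weights (0.0262), while by the adjusted p of the authors' deposited table 25 rose and 7 fell. Of all 16942 stem genes 1498 rose and 4011 fell by day, and relative to all genes the list's median leans upward (0.082). The paper finds no wounding genes changed by head removal, from its tests of gene sets. Here in stems 11 of 47 rose and 12 fell and the list is not called by camera (0.704). In leaves 7 of 57 rose, and by the adjusted p of the authors' deposited table 19 rose and 1 fell. Camera calls the leaf list upward, with an adjusted p = 0.305 with an estimated correlation. Without leaf *DD* head removal 3 d replicates 2 and 3 the leaf list's median goes from 0.484 to 0.322. The paper has bHLH093 lower in both genotypes and phosphorylase b higher in both, while here the first does not pass in *dd* (0.0346) and the second not in *DD* (0.0869).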

Other observations

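The fits without stem *DD* head removal at 3 d and without leaf *DD* head removal 3 d replicates 2 and 3 were chosen only after the result was seen. Leaves of *dd* plants carried more transcript for the machinery of protein synthesis. Of 208 cytosolic ribosomal proteins 90 were higher in *dd* leaves and none lower (165 and 2 adjusted over the list alone), median 0.41 log2 units, and a chloroplast ribosome recycling factor (*Sobic.006G129900*) stood 2.00 ± 0.13 higher, while the cell wall protein of the BURP family *Sobic.009G197300* was 3.50 lower. From 3 to 10 d 127 ribosomal genes rose in leaves and none fell (159 and 0), median 0.41, and in stems 69 fell and 3 rose (74 and 3), median -0.17; by the adjusted p of the authors' deposited table 46 rose and none fell in leaves, and 19 fell and 6 rose in stems. Camera calls these at 1.77e-32, 6.81e-16 and 0.00142, with adjusted p = 0.23, 0.395 and 0.949 with an estimated correlation. After head removal 4 rose and none fell in leaves (0 and 0 adjusted over the list alone), median 0.20, called at 1.18e-10 (adjusted p = 0.75 with an estimated correlation, and 0.127 by fry).
Further lists moved by genotype or by day. By genotype 11 cell cycle and histone genes were lower in *dd* stems and 1 higher (14 and 1 adjusted over the list alone; 8 and 5 by the adjusted p of the authors' deposited table), median -0.37, called at 0.00161 (adjusted p = 0.869 with an estimated correlation, and 0.0562 without stem *DD* head removal at 3 d). By day 8 aquaporins rose in stems and 1 fell (8 and 2 adjusted over the list alone), median 0.38, called at 0.00247 (adjusted p = 0.614 with an estimated correlation), 26 photosynthesis genes fell and none rose (26 and 0), median -0.36, called only under other scalings (0.0964 in the fit used here, 0.0176 with median-of-ratios scaling), and 10 lignin genes fell and 3 rose (10 and 3; 0.382). In leaves by day 4 photosynthesis genes fell and 3 rose (2 and 3), median -0.24, called at 3.97e-05 (adjusted p = 0.306 with an estimated correlation, and 0.129 with quantile normalization), 9 C4 and Calvin genes fell and none rose (10 and 1), called at 5.56e-05 (adjusted p = 0.0894 with an estimated correlation), and 3 clock genes fell and none rose (3 and 0), called at 0.000472 (adjusted p = 0.0981 with an estimated correlation).
The transporter gene *Sobic.001G539200* of solute carrier family 13, chosen after its values were seen, lies at 0.262 to 4.74 TPM in 14 stem samples and at 50.3 to 247 TPM in 15, with both kinds in 7 of 8 groups.
Within leaf groups the DEGs by treatment were 121 in *DD* at 3 d (98 up, 23 down), 1 in *dd* at 3 d (2372 genes at an unadjusted p under 0.05), and by limma 0 in *DD* at 10 d (1655) and 0 in *dd* at 10 d (2947). The count in *DD* at 3 d runs from 13 (without leaf *DD* control 3 d replicate 2) to 323 (without leaf *DD* head removal 3 d replicate 4). Without leaf *DD* head removal 3 d replicates 2 and 3 only replicate 4 is left in that group, so that no count is given. For interactions in leaves limma has 0 DEGs for treatment by day (1431 at an unadjusted p under 0.05) and 0 for treatment by genotype (624).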
